# Oxidative Stress, Glutathione Metabolism, and Liver Regeneration Pathways Are Activated in Hereditary Tyrosinemia Type 1 Mice upon Short-Term Nitisinone Discontinuation

**DOI:** 10.3390/genes12010003

**Published:** 2020-12-22

**Authors:** Haaike Colemonts-Vroninks, Jessie Neuckermans, Lionel Marcelis, Paul Claes, Steven Branson, Georges Casimir, Philippe Goyens, Geert A. Martens, Tamara Vanhaecke, Joery De Kock

**Keywords:** hereditary liver disease, tyrosinemia type 1, nitisinone, transcriptomics, oxidative stress, glutathione metabolism, liver regeneration

## Abstract

Hereditary tyrosinemia type 1 (HT1) is an inherited condition in which the body is unable to break down the amino acid tyrosine due to mutations in the fumarylacetoacetate hydrolase (FAH) gene, coding for the final enzyme of the tyrosine degradation pathway. As a consequence, HT1 patients accumulate toxic tyrosine derivatives causing severe liver damage. Since its introduction, the drug nitisinone (NTBC) has offered a life-saving treatment that inhibits the upstream enzyme 4-hydroxyphenylpyruvate dioxygenase (HPD), thereby preventing production of downstream toxic metabolites. However, HT1 patients under NTBC therapy remain unable to degrade tyrosine. To control the disease and side-effects of the drug, HT1 patients need to take NTBC as an adjunct to a lifelong tyrosine and phenylalanine restricted diet. As a consequence of this strict therapeutic regime, drug compliance issues can arise with significant influence on patient health. In this study, we investigated the molecular impact of short-term NTBC therapy discontinuation on liver tissue of Fah-deficient mice. We found that after seven days of NTBC withdrawal, molecular pathways related to oxidative stress, glutathione metabolism, and liver regeneration were mostly affected. More specifically, NRF2-mediated oxidative stress response and several toxicological gene classes related to reactive oxygen species metabolism were significantly modulated. We observed that the expression of several key glutathione metabolism related genes including *Slc7a11* and *Ggt1* was highly increased after short-term NTBC therapy deprivation. This stress response was associated with the transcriptional activation of several markers of liver progenitor cells including *Atf3*, *Cyr61*, *Ddr1*, *Epcam*, *Elovl7*, and *Glis3*, indicating a concreted activation of liver regeneration early after NTBC withdrawal.

## 1. Introduction

Hereditary tyrosinemia type 1 (HT1, OMIM #276700) is the most prevalent and severe of the five tyrosine-related inherited metabolic disorders (TIMD). The overall incidence of this rare autosomal recessive disease is estimated at 1 in 100,000 newborns worldwide [1]. However, significantly larger numbers of new patients have been reported in specific regions including the province of Quebec, Canada and Northern Europe, i.e., Finland and Norway [2,3,4,5]. HT1 is characterized by a defective or absent fumarylacetoacetate hydrolase (FAH) enzyme, the final enzyme of the tyrosine degradation pathway that is predominantly active in liver and kidney cells (Figure 1) [6,7]. It manifests as a severe necrotic liver disease accompanied by hepatomegaly, cirrhosis, impaired coagulation, acute-on-chronic liver failure resulting in jaundice, ascites, bleeding and neurological crises [1,6]. This chronic liver injury likewise increases the risk for hepatocellular carcinoma (HCC) development. HT1 also affects normal kidney function causing renal tubular defects with rickets, Fanconi-like syndrome and glomerulosclerosis [8]. The damage to the liver and kidneys is caused by the accumulation of toxic upstream metabolites fumarylacetoacetate and maleylacetoacetate that cause protein denaturation (Figure 1) [1,9]. These toxic intermediates are downstream metabolized into toxic derivatives succinylacetoacetate and succinylacetone (SA) which play a major role in the onset of neurological crises (Figure 1) [10]. Without proper and early treatment, HT1 can present itself under three main clinical forms: (i) The acute form, which is associated with acute liver failure during the first months of life, failure to thrive and, in most cases, death of the patients in their infancy; (ii) the subacute form that usually appears within the second half of the first year after birth as hepatomegaly and rickets due to renal tubular defects; and (iii) the chronic form which presents after the first year of age and shows slower disease progression [11].

Historically, tyrosine- and phenylalanine-restricted diets have been applied as therapy for HT1 patients, but have proven to be inadequate, especially in case of acute and subacute clinical forms [12,13]. Orthotopic liver transplantation is being applied, but only for those patients that suffer from acute-on-chronic liver failure or that have developed HCC due to a delayed diagnosis as a result of inadequate neonatal screening programs [14,15,16]. For more than twenty years, standard therapy for HT1 patients consists of the lifelong daily intake of the drug NTBC (2-(2-nitro-4-trifluoromethylbenzoyl)-1,3-cyclohexanedione; nitisinone), a former herbicide and potent inhibitor of the key enzyme 4-hydroxyphenylpyruvate dioxygenase (HPD) [17,18]. NTBC therapy causes an effective upstream metabolic block that prevents the production of the aforementioned toxic metabolites (Figure 1) [2]. However, although NTBC therapy rescues HT1 patients from severe illness and early death, it also leads to tyrosine accumulation in the blood [19], the production of alternative tyrosine-derivatives including N-acetyltyrosine [20], the disturbance of monoamine neurotransmitter metabolism [21,22], and the symbiotic perturbation of host and microbiome tryptophan metabolism [23]. Noteworthy changes are also present in the ratio of several amino acids suggesting that the availability of amino acids for neurotransmitter biosynthesis and liver function may be altered [22]. Due to the aforementioned effects of NTBC therapy, concerns exist for patients to develop ocular, cutaneous and possible neurological complications including mood changes, lower IQ and depression as observed in hereditary tyrosinemia type 2 (HT2,OMIM #276600) and type 3 (HT3, OMIM #276710) patients as a consequence of hypertyrosinemia [24,25,26]. Corneal keratopathy, with the risk of developing blindness, has been detected even with low dose NTBC in TIMD patients [27]. NTBC therapy, due to the concomitant hypertyrosinemia, requires therefore lifelong dietary adjustment by a tyrosine- and phenylalanine-restricted diet in order to reduce the debilitating side-effects of the drug. Unfortunately, due to this strict therapeutic regime, drug compliance issues could become a problem for HT1 patients with significant impact on their health.

To gain fundamental knowledge on the impact of non-drug compliance, we investigated which molecular mechanisms and pathways become modulated in the liver as soon as the inhibitory effects of the drug NTBC become less effective. To accomplish this, we performed gene expression profiling and biochemical analyses of Fah-deficient mouse livers under continuous NTBC therapy and after seven days of NTBC therapy discontinuation.

## 2. Materials and Methods

### 2.1. Tyrosinemia Type 1 Mouse Model

The FRG mouse model (C57Bl/6J background; Yecuris) is characterized by a triple knockout of Fah^−/−^, Rag2^−/−^, and Il2rg^−/−^ and thus serves as a suitable model for HT1. Neonates die from acute liver failure if NTBC is not continuously administered [28]. Therefore, unless specified otherwise, all mice received continuous NTBC treatment (16 mg/L) through their drinking water, supplemented with 3% (*w*/*v*) dextrose for taste. Mice were fed with irradiated LabDiet^®^ 5LJ5 chow (LabDiet, St. Louis, MO, United States) ad libitum, which is a low-tyrosine and low-phenylalanine diet that acts as a surrogate for the protein-restricted diet of HT1 patients.

### 2.2. Animal Experiments

All mouse caring, breeding and experimental procedures were performed in accordance with the ethical standards of the Vrije Universiteit Brussel and National Rules on Animal Experimentation and were approved under grant numbers 15-210-2 and 15-210-4 by the local Ethical Committee for Animal Experiments of the Vrije Universiteit Brussel in Belgium. Mice were group-housed in individual ventilated cages (IVC) in a temperature (19–23 °C) and humidity (30–70% relative humidity) regulated environment with a 14/10-h light/dark cycle under continuous NTBC treatment (16 mg/L) administered through their drinking water. Cage environment was enriched with cardboard shelters, nesting material and wooden sticks. To the best of our abilities, results were reported in accordance with the ARRIVE guidelines [29]. At the age of 11 weeks, NTBC therapy was discontinued for seven consecutive days for the FRG-7dNTBC group whereas it was administered continuously for the FRG+NTBC group.

### 2.3. Sample Collection and Preparation

At the age of 12 weeks, all mice were anesthetized by intraperitoneal injection of ketamine/xylazine mixture (87.5 mg/kg Ketamidor^®^ (Ecuphar BV, Breda, The Netherlands)/12.5 mg/kg Rompun^®^ (Bayer Animal Health GmbH, Leverkusen, Germany)). Blood samples were collected by a ventral heart puncture with a 26Gx^1/2”^ needle (0.45 × 13 mm) and 1 mL syringe (Terumo^®^; VWR, Leuven, Belgium). Between 0.5–1 mL of blood was collected in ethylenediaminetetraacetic acid (EDTA) coated micro tubes (Sarstedt, Nümbrecht, Germany, K3E tube) together with 1–2 drops of blood on dried blood spot (DBS) cards (Whatman, Overijse, Belgium, 903; GE Healthcare). DBS cards were allowed to dry at room temperature for at least 24 h before use. Blood samples were centrifuged (1500× *g*, 15 min and 4 °C) and serum was frozen at −80 °C until further use. DBS cards were analyzed as described below within 1 month post collection. Liver tissue was collected and rinsed with ice cold physiological serum to remove remaining debris. Liver tissue cubes of approximately 1–2 cm^3^ were fixed at 4 °C in 4% (*w*/*v*) paraformaldehyde (Sigma-Aldrich, Overijse, Belgium) for 24 h, dehydrated in ethanol (VWR, Leuven, Belgium) series (using Microm GmbH STP 120-1, Prosan, Arnhem, The Netherlands) and embedded in paraffin (using Microm EC 350-1, Prosan) for histopathological analyses. For protein and transcriptome analysis, liver tissue cubes of max. 1 cm^3^ were collected in RNAprotect Tissue Reagent (Qiagen Benelux, Venlo, The Netherlands) and stored at −80 °C.

### 2.4. Western Blot

Frozen liver tissue samples were homogenized in a radio-immunoprecipitation assay buffer containing 1% (*w*/*v*) protease and phosphatase inhibitor cocktail, and 1% (*w*/*v*) EDTA 0.5 M (all from Thermo Scientific, Merelbeke, Belgium). Samples were sonicated for 30 s, rotated for 15 min at 4 °C, centrifuged for 5 min at 14,000× *g* and the supernatants were transferred into 2 mL microtubes (VWR, Leuven, Belgium). Protein quantification was performed on the supernatants using the Pierce™ bicinchoninic acid protein assay (Thermo Scientific) with bovine serum albumin (BSA) as reference standard. Both proteins (Fah and Hpd) were separated by electrophoresis on 12% (*w*/*v*) Mini-*Protein^®^* TGX Stain-Free™ precast gels (Bio-Rad, Temse, Belgium) and blotted onto nitrocellulose Trans-Blot^®^ Turbo™ Transfer packs (Bio-Rad). Membranes were blocked in blocking buffer consisting 5% (*v*/*v*) non-fatty milk in Tris-buffered saline solution (20 mM Tris and 135 mM sodium chloride) and 0.1% (*v*/*v*) Tween-20, followed by incubation overnight at 4 °C with primary antibody (both diluted 1:1000 in blocking buffer) directed against Fah (HPA041370) and Hpd (HPA038322) and several wash steps in Tris-buffered saline solution containing 0.1% (*v*/*v*) Tween-20 to remove excessive antibody (all from Sigma-Aldrich). Subsequently, membranes were incubated for 1 h at room temperature with polyclonal goat anti-rabbit secondary antibody (Dako, Agilent Technologies, Heverlee, Belgium) diluted 1:1000 in blocking buffer and washed again several times. Detection of the proteins was carried out by means of a Pierce™ enhanced chemiluminescence Western blotting substrate kit (Thermo Scientific) according to the manufacturer’s instructions. Chemiluminescent detection of both target proteins was done on a ChemiDoc™ MP Imaging System and analyzed using Image Lab 5.0 software (all from Bio-Rad, Temse, Belgium).

### 2.5. Isolation of RNA and Reverse Transcriptase-Polymerase Chain Reaction (PCR)

Total RNA was extracted from all samples using the GenElute Mammalian Total RNA Purification Miniprep Kit (Sigma-Aldrich) according to the manufacturer’s instructions. The isolated RNA was quantified at 260 nm using a Nanodrop spectrophotometer (Thermo Scientific, Merelbeke, Belgium). Total RNA was reverse transcribed into cDNA using iScript^TM^ cDNA Synthesis Kit (Bio-Rad) followed by cDNA purification with the Genelute PCR clean up kit (Sigma-Aldrich).

### 2.6. Quantitative Real-Time PCR (qPCR)

A StepOne Plus system (Thermo Scientific) was used for RT-qPCR using TaqMan fast advanced master mix and gene expression assays (see Table S1). Data normalization was done against the mean of the reference genes glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*), hydroxymethylbilane synthase (*Hmbs*) and ubiquitin C (*Ubc*) using qbase+ software (Biogazelle, Zwijnaarde, Belgium).

### 2.7. Dried Blood SPOT (DBS) Analysis

Used reagents and solvents (methanol, acetonitrile and formic acid) of the purest available quality (gradient HPLC) were supplied by Merck. AB Sciex API 3200 and API 4000 (both MS analyzers), coupled to an HPLC 1100 Agilent system were used for analysis. For the quantification of the amino acids tyrosine (m/z 238 > 102) and phenylalanine (*m*/*z* 222 > 102), discs of 3.2 mm diameter were punched, using a DBS Puncher (Perkin Elmer, Mechelen, Belgium), and placed into a 96-wellplate. Internal standards were added in separate wells and DBS were eluted for 20 min at room temperature using 200 µL methanol. 40 µL of the eluent was transferred into a second 96-wellplate, while the residues of the first plate were dried and stored for SA sampling (see hereafter). To each well of the second plate, 160 µL stock solution containing labeled amino acids standards (Cambridge Isotopes Labeled Amino Acid Standards NSK-A) was added. The plate was dried at 55 °C under nitrogen atmosphere for 15 min, reconstituted in 25 µL Butanol-HCl mixture (Sigma-Aldrich) and incubated for 20 min at 65 °C under inert atmosphere. After final evaporation under a flow of nitrogen, 200 µL of eluting solution (acetonitrile–water–formic acid mixture (80:20:0.5)) was added. The samples were analyzed by MS/MS through direct flow injection using the same eluting solution. Final concentrations were obtained using labeled internal standards (^13^C_6_ Phenylalanine, *m*/*z* 228 > 102 and ^13^C_6_ Tyrosine, *m*/*z* 244 > 102). For SA-quantification (*m*/*z* 211 > 137), the aforementioned dried samples (plate 1) were for 40 min at 50 °C derivatized by 200 µL hydrazine hydrate solution (acetonitrile-water-formic acid-hydrazine mixture (80:20:0.5:0.5) with deuterated SA as internal standard (*m*/*z* 216 > 142)). Samples were transferred to a new 96-wellplate to discard punches and subsequentially analyzed by MS/MS through direct flow injection. Final concentrations were obtained using a standard curve. For NTBC measurements (*m*/*z* 330 > 218 and 330 > 126), discs of 3.2 mm diameter were punched using a cutting tool (Sigma–Aldrich) and placed into 1.5 mL Eppendorf tubes. Punches were eluted for 30 min at room temperature using 200 µL of pure methanol and 1 µM of internal standard (^13^C_6_ nitisinone, *m*/*z* 336 > 218 and 336 > 126). After discarding the punch, solutions were directly used in LC/MS. 10µL of sample solution was eluted by a Poroshell 120 EC-C18 column (Agilent) using a isocratic method (0.5 mL/min acetonitrile–water mixture (85:15) with 0.05% formic acid) at 30 °C. Final concentrations were obtained using a standard curve.

### 2.8. Histopathology

Paraffin-embedded liver tissue was deparaffinized using xylene (VWR) and decreasing concentrations of ethanol (VWR). Next, a nuclear counterstaining was performed using Mayer’s hematoxylin (Sigma-Aldrich). Subsequently, samples were dehydrated using increasing concentrations of ethanol and xylene and mounted with acrytol (Leica, Diegem, Belgium).

### 2.9. Microarray Profiling

Total RNA (100 ng) was used for amplification and in vitro transcription using the Genechip 3’ IVT Express Kit following the manufacturer’s instructions. The amplified RNA (aRNA) was purified with magnetic beads and 15 μg Biotin-aRNA was treated with fragmentation reagent. 12.5 μg fragmented aRNA was hybridized to Affymetrix Mouse 430 2.0 arrays along with a hybridization cocktail solution and then placed in a Genechip^®^ Hybridization Oven-645 rotating at 60 rpm at 45 °C for 16 h. After incubation, arrays were washed on a Genechip^®^ Fluidics Station 450 and stained with the Affymetrix HWS kit as indicated by the manufacturer’s protocols. The chips were scanned with an Affymetrix GeneChip^®^ Scanner 3000 7G and the quality control matrices were confirmed with the Affymetrix GCOS software following the manufacturer’s guidelines. Background correction, summarization (median polish) and normalization (quantile) were done with Robust Multiarray Analysis (all from Affymetrix, Merelbeke, Belgium). The data discussed in this publication have been deposited in the NCBI Gene Expression Omnibus and is accessible through GEO Series accession number GSE161478. Heatmaps and volcano plots were generated using the Transcriptome Analysis Console (TAC) version 4.0 (Thermo Scientific). Ingenuity Pathway Analysis software (version 2020) was used for gene set enrichment and pathway analyses considering only genes with a ≥ 5-fold difference in expression and False Discovery Rate (FDR) *p*-value ≤ 0.05.

## 3. Results

### 3.1. Short-Term NTBC Therapy Discontinuation Inflicts Severe Liver Damage in Fah-Deficient Mice 

To study the impact of short-term NTBC therapy discontinuation in HT1 patients, FRG mice deficient in Fah were used as surrogate model. Hence, in a first set of experiments, we confirmed the knockout of *Fah* in FRG mouse livers by western blot analysis (Figure 2A) as well as the constitutive expression of *Hpd*, the therapeutic target of NTBC, in these livers (Figure 2B). Wildtype (WT) C57Bl/6 mice were used as positive controls (Figure 2A,B).

Next, NTBC therapy of FRG mice was discontinued for seven consecutive days (FRG-7dNTBC) or continuously administered (FRG+NTBC) as shown in Figure 2C. We found that albumin (*Alb*) expression was slightly, but not significantly, decreased whereas alpha-fetoprotein (*Afp*) was significantly increased (245-fold) in Fah-deficient mouse livers after short-term NTBC discontinuation (65.14 ± 50.17%) versus continuous NTBC administration (94.34 ± 48.91%) (Figure 2D,E). Quantification of NTBC blood levels in FRG mice at seven days post withdrawal confirmed the drug therapy discontinuation (0.25 ± 0.08 µM) versus FRG mice under continuous NTBC treatment (1.73 ± 0.22 µM) (Figure 2F). Furthermore, daily follow up of HT1 blood parameters showed that SA levels raised steadily whereas tyrosine and phenylalanine levels remained quite stable after NTBC therapy withdrawal (Figure 2G–I). Finally, histopathological investigations confirmed the presence of severe liver lesions in NTBC-deprived FRG mice as opposed to FRG mice under continuous NTBC therapy (Figure 2J,K). More specifically, FRG mice continuously treated with NTBC only presented mild hepatocellular changes as hepatocytes were enlarged and regularly showed large dysmorphic nuclei (N) with several well-formed nucleoli (Figure 2J; Figure S1). In strong contrast, FRG mice at seven days post withdrawal of NTBC presented severe hepatocellular changes including necrosis of hepatocytes, enlarged hepatocytes, large dysmorphic nuclei (N), oval-like cells (black arrow), and infiltration of small lymphoid cells with dark nuclei and scant cytoplasm (yellow arrow) (Figure 2K; Figure S1).

### 3.2. Glutathione Metabolism and Oxidative Stress Related Pathways Are Activated in Fah-Deficient Livers upon Short-Term NTBC Therapy Discontinuation

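Whole-liver RNA of 6 FRG mice, each 12 weeks old, was hybridised to Affymetrix mouse genome arrays, 1 array per mouse. FRG mice lack Fah, the last enzyme of tyrosine breakdown, and, through the loss of Rag2 and Il2rg, mature T, B and NK cells. The 3 FRG+NTBC mice received 16 mg/L NTBC, which blocks Hpd, an enzyme upstream of Fah, and the 3 FRG-7dNTBC mice had been without the drug for 7 days. Hpd intensity fell from 12080 ± 386 to 5766 ± 1431 (SD, n = 3 mice per group), a log2 fold change of -1.10 (SE 0.19, adjusted p = 0.00428 from limma), and this call was lost without moderation of the variances. Probe set signal for Fah fell from 198 ± 16.5 to 95.5 ± 20.2 (log2 fold change -1.07, SE 0.17, adjusted p = 0.00258 from limma). Both groups carry the Fah knockout and the probes may lie outside the disrupted part of the gene, so this signal does not check the labels. Rag2 lay near the bottom of the scale in both groups, at 20.1 ± 3.21 on NTBC and 20.1 ± 1.86 after withdrawal. Il2rg, Gsta1 and Gapdh were not analysed here. The deposited values are intensities on a linear scale, made by the authors with Robust Multiarray Analysis (background correction, quantile normalization and median polish), and their log2 was taken before any test. Median intensity was 35.3 to 36.5 in FRG+NTBC livers and 33.1 to 34.3 in FRG-7dNTBC livers over 45037 probe sets. Across probe sets, the log2 values of 2 arrays correlated at r = 0.988 to 0.993 within FRG+NTBC, 0.98 to 0.99 within FRG-7dNTBC and 0.93 to 0.955 between the groups. The leading principal component held 76.2% of the variance and separated the groups, and the next, with 10.7%, set FRG-7dNTBC replicate 2 (-46.5) apart from FRG-7dNTBC replicate 3 (49.5). Each probe set was tested with limma, with p-values adjusted by Benjamini-Hochberg over all probe sets, and a gene in a list was represented by its single-gene probe set with the highest mean. The 36 gene lists were fixed before the data were examined, by a reader who had seen the study's text and Table S2, and were compared with all other genes by camera at a preset correlation of 0.01. Table S2 comes from these arrays, so no set test is fully independent evidence. With 3 mice against 3, an exact permutation test of 1 gene cannot go below p = 0.1, so these calls rest on limma's model. Moderation, which borrows spread across probe sets, carries only part of them. Without moderation, 62 of 67 probe sets of named genes had the same call. Probe sets at least 2-fold higher were then 2123 against 3427, and 2-fold lower 1554 against 2305. Those at least 5-fold higher were 327 against 384, and 5-fold lower 267 against 287. On simulated data for this comparison, limma recovered 95 of 100 probe sets changed 5-fold and 37 of 100 changed 2-fold, with 10 false calls among 45037 probe sets. Far more passed in the real data, with 6284 probe sets higher and 6262 lower at an adjusted p under 0.05 from limma. The adjustment depends on the share of changed probe sets, so the recovered shares do not carry over to the real comparison. Scaling the arrays to one 75th percentile shifted the median log2 fold change of all probe sets by -0.13.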

Total RNA, extracted from liver tissue of FRG+NTBC and FRG-7dNTBC mice, was subjected to whole transcriptome profiling using Affymetrix Mouse 430 2.0 arrays and Ingenuity Pathway Analysis software. 

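Slc1a4, a neutral amino acid transporter, had 1 of the largest rises after withdrawal. It rose from an intensity of 25.5 ± 9.11 to 1167 ± 154 (SD, n = 3 mice per group), which is 47.6-fold, at 1 of its probe sets, and 21.7-fold and 19.6-fold at the other 2, the last being the brightest. Zmynd12 was 32.2-fold higher, the tetraspanin Cd9 29.7-fold and the basement membrane protein Tinag 29.0-fold. Among probe sets that name 1 gene, which leaves out those of Ggt1 and of G6pdx with G6pd2, the other genes of the 10 largest rises were Slc7a11, Hmox1, Cbr3, Afp, Cdkn1a and Elovl7. Carbonic anhydrase 3 (Car3) fell 5.88-fold at its brightest probe set, from 22710 ± 974 to 4220 ± 1895, and 17.8-fold, 370-fold and 395-fold at the others. The last of these ended at 5.76 ± 0.802, near the lowest intensities of the arrays, where a fold is not exact. Uridine phosphorylase 2 (Upp2) fell 190-fold, the lipogenic regulator Thrsp 95.7-fold, the P450 Cyp2c54 82.7-fold, the anion carrier Slco1a1 56.4-fold and the methyltransferase Inmt 55.3-fold. The steroid dehydrogenases Hsd3b5 and Hsd3b3 fell 142-fold and 43.8-fold and the immunoglobulin receptor Pigr 38.3-fold, with Nox4 also among the 10 largest falls. Hsd3b5, Hsd3b3 and the 370-fold probe set of Car3 ended at 14.0, 15.9 and 14.2, below the 20.1 of the deleted gene Rag2. Their folds and ranks are therefore not exact either. Upp2 (24.1) and Nox4 (21.6) ended just above that level, and Zmynd12 started below it, at 13.7. Hsd3b5 varied among FRG+NTBC mice, at 2636 ± 2023. Its log2 fold change was -7.15, against -7.97 without FRG+NTBC replicate 1 and -6.52 without FRG+NTBC replicate 3. All 20 genes, each ranked by its probe set with the largest change, passed limma with the groups not overlapping. At an adjusted p of 0.05 or less, 3427 probe sets (7.61%) were at least 2-fold and 384 (0.853%) at least 5-fold higher in FRG-7dNTBC mice, and 2305 (5.12%) and 287 (0.637%) were lower by those folds. These calls named 2407 and 284 genes among the higher and 1301 and 177 among the lower. The values of both groups did not overlap at 44.1% of all probe sets, where chance gives 10%. Of the 2-fold calls 59.8% were higher, against 48.9% after scaling to one 75th percentile, and 2123 probe sets were at least 2-fold higher without moderation of the variances. After that scaling, 316 probe sets were at least 5-fold higher and 347 at least 5-fold lower, so the larger side turned at both folds.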

We found that seven days after NTBC therapy discontinuation, 4.65% (2096 genes) of the expressed genes was more than 2-fold and 0.72% (324 genes) even more than 5-fold up regulated, whereas 3.45% (1555 genes) of the expressed genes was significantly down regulated for more than 2-fold and 0.60% (271 genes) was even more than 5-fold decreased (Figure 3A,B; Table S2).

When considering only genes that were at least 5-fold up or down regulated after short-term NTBC therapy discontinuation, we found that these genes grouped together in toxicological gene classes related to liver disease (*Fibrosis of liver*, *Progressive familial intrahepatic cholestasis type 1*, *Intrahepatic cholestasis*, *Hepatic steatosis*, *Cholestasis*), liver damage (*Hepatic injury*, *Apoptosis of liver cells*, *Liver damage*, *Cell death of hepatocytes*, *Cell death of liver cells*, *Necrosis of liver*), liver regeneration (*Proliferation of liver cells*, *Liver regeneration*) and liver cancer (*Metastatic liver tumor*, *Hepatocellular carcinoma*) of which *Hepatocellular carcinoma* was the most pronounced toxicological gene class harboring 62 significantly modulated genes including alpha-fetoprotein (*Afp*) that was 24-fold increased (Figure 3C,D; Table S2). Furthermore, upstream regulator analyses support these findings (Table S3). 

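Afp, a protein of the fetal liver and of liver tumors, rose from an intensity of 403 ± 252 in FRG+NTBC livers to 8770 ± 2412 in FRG-7dNTBC livers (SD, n = 3 mice per group). This is 24.8-fold, a log2 fold change of 4.63 (SE 0.47, adjusted p = 0.000371 from limma), and 4 of its 5 probe sets were higher. Of 13 measured genes of the fetal liver, 5 rose and 2 fell (6 and 2 adjusted over the list alone), and the list as a whole did not pass (camera adjusted p = 0.247). Besides Afp, the members that rose included Bex4 (log2 fold change 3.77), the glypican Gpc3 (3.69) and the growth factor Igf2 (1.75), while Zbtb20, a repressor of Afp, fell by 1.15 and the delta-like ligand Dlk1 stood at 0.22. Without FRG-7dNTBC replicate 2 the list passed with an adjusted p of 0.0252. Among 15 genes of bile acid synthesis, 7 were lower and 1 was higher (9 and 2 adjusted over the list alone; camera adjusted p = 0.00268, or 0.213 with an estimated correlation). The rate-limiting enzyme Cyp7a1 fell by 4.34 (SE 0.23), the conjugating enzyme Baat by 1.82 and Cyp7b1 by 1.61, while Cyp39a1 rose by 1.52. Without moderation 2 members were lower, and 3 without FRG+NTBC replicate 2 or 4 without FRG-7dNTBC replicate 1, while 0 were higher without FRG+NTBC replicate 1 and 2 without FRG-7dNTBC replicate 3. Transporters of bile acids and organic anions moved both ways, with 7 of 20 higher and 9 lower (7 and 9 adjusted over the list alone; camera adjusted p = 0.233). The multidrug transporter Abcb1b rose by 4.04 and the canalicular exporter Abcc2 by 1.86, whereas the uptake carriers Slco1b2 and Slc10a1 fell by 3.00 and 2.00 and the bile salt export pump Abcb11 by 1.69. Atp8b1, the gene mutated in progressive familial intrahepatic cholestasis type 1, had a log2 fold change of -0.05 (adjusted p = 0.824 from limma). Of 21 markers of fibrosis and hepatic stellate cells, 3 passed, all higher: Lrat (1.14), Ccn2 (1.13) and Pdgfra (1.05). None passed when adjusted over the list alone, with 4 higher and 1 lower at an unadjusted p under 0.05 from limma, and the collagen gene Col1a1 stood at -0.06 and the smooth muscle actin gene Acta2 at 0.21. The fibrosis list did not pass (camera adjusted p = 0.304), but without FRG-7dNTBC replicate 2 it had 9 members higher and an adjusted p of 0.000848. Without FRG+NTBC replicate 2 and replicate 3, respectively, 1 and 0 of its members passed.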

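The growth factor genes Hgf and Tgfb1 did not pass limma at their brightest probe sets, and Egf was too dim to judge. Egf had an intensity of 15.9 ± 2.95 with NTBC and 14.1 ± 1.27 without (SD, n = 3 mice per group, log2 fold change -0.16, SE 0.16, adjusted p = 0.507 from limma). Both values lie below the 20.1 of the deleted gene Rag2, so they cannot show whether Egf changed. Hgf stood at 31.7 ± 5.11 and 40.7 ± 10.5 (log2 fold change 0.34, SE 0.21, adjusted p = 0.262 from limma), and none of its 3 probe sets passed. Tgfb1 stood at 46.6 ± 3.02 and 40.6 ± 5.76 (log2 fold change -0.21, SE 0.14, adjusted p = 0.322 from limma), and its other probe set fell by 0.43 (adjusted p = 0.0289). Markers of the T cells that FRG mice lack read from 9.04 for Cd3g to 102 for Cd8a in FRG+NTBC mice. Hgf and Tgfb1 lie within that range, so these values do not show that they were unchanged. The paper predicts that these factors are active, which their mRNA levels in whole liver do not test. Other growth factor and receptor genes did change. The TGF-beta receptor gene Tgfbr2 rose 6.59-fold, from 239 ± 39.3 to 1571 ± 239. Fgf21, a hormone of the stressed or fasted liver, rose by 2.75 on the log2 scale, the cytokine Clcf1 by 2.62, the stem cell factor gene Kitl by 2.19, and the EGF receptor ligands Hbegf and Tgfa by 1.33 and 1.22. Clcf1 went from 19.07, below the level of Rag2, to 117.7, so it rose but the size of its rise is not exact. The interleukin 6 receptor gene Il6ra fell by 2.16, Egfr fell by 1.92 at its probe set of highest mean log2 intensity (adjusted p = 0.00163 from limma), and Met, the receptor of Hgf, had a log2 fold change of -0.54 (adjusted p = 0.0662). Of 19 growth factors and receptors of liver regeneration, 7 were higher and 3 lower, or 7 and 5 adjusted over the list alone (camera adjusted p = 0.243).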

More specifically, in the context of liver damage and regeneration, we found that the hepatogenic growth factors epidermal growth factor (*Egf*) and hepatocyte growth factor (*Hgf*) were predicted to be active as well as the pro-fibrotic transforming growth factor bèta 1 (*Tgfb1*) (activation z-score ≥ 2; Table S3).

Canonical pathway analyses showed that pathways related to glutathione metabolism (*Glutathione-mediated detoxification*, *Glutathione redox reactions I*) as well as oxidative stress response (*NRF2-mediated oxidative stress response*) were activated in the liver seven days after NTBC therapy withdrawal (Figure 3E). In contrast, the *Aryl hydrocarbon receptor signaling* and *LXR/RXR activation* pathways were found to be inhibited (Figure 3E). 

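Targets of NRF2, the transcription factor of the antioxidant response, rose together in FRG-7dNTBC livers. Of 40 measured NRF2 targets, 30 were higher, 1 was lower and 9 did not pass (33 higher and 1 lower adjusted over the list alone), with a median log2 fold change of 1.53. Nfe2l2, the gene of NRF2, rose from an intensity of 506 ± 134 to 1591 ± 344 (SD, n = 3 mice per group), which is 3.17-fold, and its inhibitor Keap1 had a log2 fold change of -0.13 (adjusted p = 0.54 from limma). Among 43 genes of glutathione metabolism, 24 were higher and 5 lower (25 and 5 adjusted over the list alone), with a median log2 fold change of 0.79. The lower members were the glutathione transferase Gstz1, which also acts in tyrosine breakdown, the degrading enzyme Chac1, the glutamyltransferases Ggt5 and Ggt6, and glyoxalase 1 (Glo1). Without FRG+NTBC replicate 2 only 2 of these passed, as without moderation, and 3 did without FRG+NTBC replicate 1 or FRG-7dNTBC replicate 1. The pentose phosphate pathway and other sources of NADPH, which recycles oxidized glutathione, had 5 of 10 members higher and none lower (6 and 0 adjusted over the list alone), among them Taldo1 (1.25), Rpia (1.14) and Rpe (0.84). Without FRG+NTBC replicate 2, 3 of them passed. Of 20 enzymes that remove reactive oxygen species, 9 were higher and 3 lower (9 and 3 adjusted over the list alone). The metallothionein Mt1 rose by 2.49 and the mitochondrial peroxiredoxin Prdx3 by 2.08, Msrb1, Txnrd2 and Park7 fell by 1.03, 0.70 and 0.48, and catalase (Cat) and Sod2 stood at -0.28 and 0.19. Camera gave adjusted p-values of 1.03e-14 for NRF2 targets, 4.16e-07 for glutathione metabolism, 0.00536 for the pentose phosphate list and 0.00863 for reactive oxygen species removal. With an estimated correlation the adjusted p was 0.0997, 0.197, 0.152 and 0.213, so none of these calls held, and the last was also lost without dim probe sets (adjusted p = 0.0616). Some members are shared between the lists, such as Slc7a11, Gsr and Pgd. From transcriptome analyses the paper concludes that pathways of oxidative stress, glutathione metabolism and liver regeneration become activated after short-term NTBC withdrawal. It reads the rise of Slc7a11 as a sign that glutathione is already depleted. The paper also draws on RT-qPCR of Slc7a11, Ggt1 and progenitor markers and on histology, which were not analysed here.

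**Figure D1:**
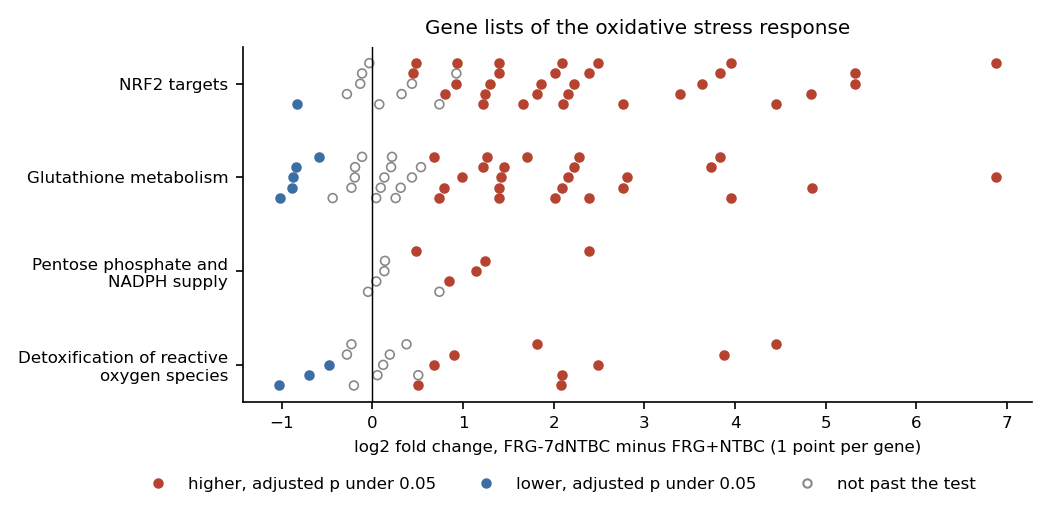
Log2 fold change (FRG-7dNTBC minus FRG+NTBC, horizontal axis) of each measured gene of 4 gene lists, 1 point per gene. Filled points passed limma at an adjusted p under 0.05, in red where higher and in blue where lower, and open points did not: 30 of 40 NRF2 targets, 24 of 43 glutathione genes, 5 of 10 pentose phosphate genes and 9 of 20 genes of reactive oxygen species removal are filled in red.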

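Several target genes of the aryl hydrocarbon receptor were higher in FRG-7dNTBC livers, while targets of LXR moved both ways. Cyp1a1, the classic target of the aryl hydrocarbon receptor, rose from an intensity of 45.6 ± 10.7 to 1079 ± 835 (SD, n = 3 mice per group), a log2 fold change of 4.17 (SE 0.64, adjusted p = 0.00223 from limma) that was lost without moderation. The FRG-7dNTBC mice had 1920, 254 and 1060. The log2 fold change of Cyp1a1 was 5.00 without FRG-7dNTBC replicate 2 and 3.54 without FRG-7dNTBC replicate 1. Tiparp, another target, rose by 1.43, and the constitutive liver P450 Cyp1a2 had a log2 fold change of 0.66 (adjusted p = 0.0899 from limma). The receptor gene Ahr stood at 0.34 and its repressor Ahrr at 0.00. Of 10 measured genes of this list, 4 were higher (Cyp1a1, Tiparp, Nqo1 and Nfe2l2, the last pair being NRF2 genes as well) and none was lower, or 4 and 1 adjusted over the list alone. The list lay on the higher side (camera adjusted p = 0.0216, or 0.213 with an estimated correlation), and without FRG-7dNTBC replicate 3 the adjusted p was 0.0583 and 1 member was lower. Among 17 targets of LXR, the oxysterol receptor, 7 were lower and 3 higher (7 and 4 adjusted over the list alone; camera adjusted p = 0.12). Stearoyl-CoA desaturase (Scd1) fell by 3.46, fatty acid synthase (Fasn) by 2.56, the phospholipid transfer protein Pltp by 2.37 and Srebf1, which drives lipogenesis, by 2.01. Cyp7a1 and the sterol exporter Abcg8 were lower as well, and Nr1h3, the gene of LXR alpha, fell by 1.01. The higher members were Apoc2 (1.16), Abca8b (0.64) and Abcg1 (0.51), and the cholesterol exporter Abca1 stood at 0.36 (adjusted p = 0.158 from limma). After quantile normalization the LXR list passed with an adjusted p of 0.0281, and fry, which does not compare the list with other genes, gave 0.00124.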

With respect to the *NRF2-mediated oxidative stress response* pathway, 118 genes were found to be at least 5-fold up regulated, whereas 58 genes were found to be at least 5-fold down regulated (Figure 3F). 

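Among the 40 measured NRF2 targets, 12 were at least 5-fold higher and none was at least 5-fold lower in FRG-7dNTBC livers, and 25 were at least 2-fold higher. This list was written from known NRF2 targets and is not the Ingenuity pathway of that name. The carbonyl reductase Cbr3 rose from an intensity of 209.6 ± 82.4 to 8038 ± 914 (SD, n = 3 mice per group), a log2 fold change of 5.32 (SE 0.25, adjusted p = 2.14e-05 from limma). Ptgr1, a reductase of lipid aldehydes, rose by 4.84 (SE 0.21), and Srxn1, which repairs oxidized peroxiredoxins, by 4.45 (SE 0.16). Smaller rises were found for biliverdin reductase B (Blvrb, 2.10), thioredoxin (Txn1, 1.82), the autophagy receptor Sqstm1 (1.29), epoxide hydrolase 1 (Ephx1, 1.22) and the iron store Fth1 (0.92). Akr7a5, an aldehyde reductase, was the 1 lower member (log2 fold change -0.83, SE 0.11, adjusted p = 0.00134 from limma), and it was not counted when probe sets that can match several transcripts were left out. Without FRG-7dNTBC replicate 3, 2 members were lower. Aox1, Gstp1, Osgin1 and Mafg did not pass, with log2 fold changes of 0.32, -0.11, 0.08 and -0.03.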

More specifically, *Abcc4* (11-fold), *Cbr1* (7-fold), *Gsta1* (8-fold), *Gpx2* (13-fold), *Gsr* (13-fold), *Hacd3* (8-fold), *Hmox1* (59-fold), *Hspb8* (6-fold), *Mgst2* (40-fold), *Mgst3* (23-fold), *Nqo1* (15-fold), and *Txnrd1* (5-fold) were found to be among the top increased genes after short-term NTBC therapy discontinuation related to the *NRF2-mediated oxidative stress response* (Figure 4C). In addition, several gene classes related to reactive oxygen species (ROS) metabolism were found to be significantly modulated (Figure 4A,B). 

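At the probe sets used here, the NRF2 pathway genes Abcc4, Cbr1, Hacd3, Hmox1, Hspb8, Nqo1 and Txnrd1 were higher in every FRG-7dNTBC mouse than in any FRG+NTBC mouse. Heme oxygenase 1 (Hmox1), which breaks down heme, rose from an intensity of 54.2 ± 20.5 to 2360 ± 1245 (SD, n = 3 mice per group), which is 40.1-fold (log2 fold change 5.33, SE 0.47, adjusted p = 0.000208 from limma). Folds here come from means of log2 values, and with Tukey's biweight average instead Hmox1 rose 58.7-fold. The quinone reductase Nqo1 rose 12.4-fold, from 252 ± 61.3 to 3209 ± 1074, and the carbonyl reductase Cbr1 5.61-fold, from 1182 ± 556 to 6233 ± 875. Abcc4, which exports bile acids and conjugates over the basolateral membrane, rose 10.5-fold, from 532 ± 216 to 5363 ± 1127. Hacd3, an enzyme of very long chain fatty acid synthesis, rose 8.19-fold at the probe set of Table S2, from 124 ± 3.60 to 1154 ± 696, and 1.87-fold and 2.54-fold at its 2 brighter probe sets. The small heat shock protein gene Hspb8 rose 2.78-fold at its brightest probe set, from 1379 ± 147 to 3824 ± 163, and 6.11-fold at another (adjusted p = 0.00373 from limma), while a further probe set had a log2 fold change of 0.20 (adjusted p = 0.451). Thioredoxin reductase 1 (Txnrd1) rose at all 3 probe sets, 3.95-fold, 4.26-fold and 2.47-fold. The log2 fold changes of Abcc4, Cbr1, Nqo1 and Hacd3 were 3.39, 2.49, 3.63 and 3.03, with adjusted p-values of 0.000199, 0.000664, 0.000139 and 0.000973 from limma.

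**Figure D2:**
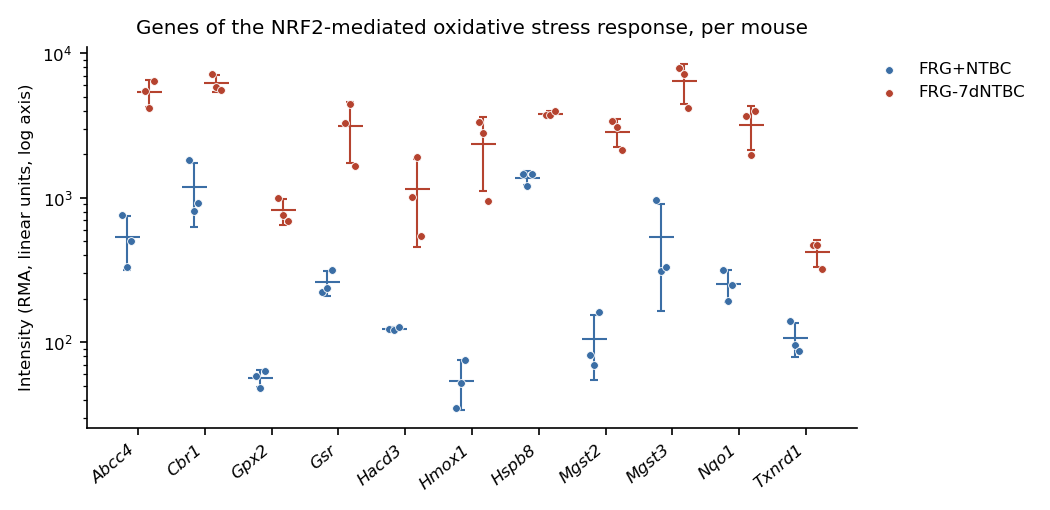
Intensity (RMA values on a linear scale, log axis) of 11 genes of the NRF2-mediated oxidative stress response in each of 3 FRG+NTBC mice (blue points) and 3 FRG-7dNTBC mice (red points), at 1 probe set per gene. Horizontal bars are group means and vertical bars are SDs; at each of these probe sets the FRG-7dNTBC mice lie above the FRG+NTBC mice.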

As such, we found that the ROS-related genes *Adm*, *Bcl2l11*, *Cdkn1a*, *Cyp1a1*, *G6pd2*, *G6pdx*, *Ggt1*, *Gmfb*, *Gsr*, *Hmox1*, *Lcn2*, *Maoa*, *Mt2*, *Nqo1*, *Pgd*, *Pon3*, *Ptgs2*, *Slc7a11,* and *Ucp2* were at least 5-fold up regulated whereas the genes *Car3*, *Egfr*, *Nox4*, *Prodh,* and *Tert* were at least 5-fold down regulated (Figure 4D). Out of these ROS-related genes the top increased genes were *Slc7a11* (300-fold) and *Ggt1* (121-fold) (Figure 4D,F,G).

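Most of the genes tied to reactive oxygen species moved by more than the spread between mice, and in both directions. Among the higher genes, Cdkn1a, the p21 cell cycle inhibitor, rose 34.3-fold at its brighter probe set, from an intensity of 102 ± 28.6 to 3423 ± 439 (SD, n = 3 mice per group). G6pdx, which opens the pentose phosphate pathway, rose 25.4-fold, the iron-binding lipocalin Lcn2 26.5-fold, the prostaglandin synthase Ptgs2 24.6-fold at 1 of 2 probe sets, the metallothionein Mt2 14.8-fold and the monoamine oxidase Maoa 10.3-fold. FRG-7dNTBC replicate 2 had 120 for Lcn2, against 419 and 474 in the others, and 58.5 for Ptgs2, against 212 and 422. Without it their log2 fold changes were 5.36 and 5.41, and without FRG-7dNTBC replicate 3 they were 4.37 and 3.98. Both genes lay close to the lowest intensities of the arrays in FRG+NTBC mice. The mitochondrial carrier Ucp2 was 7.84-fold higher, and Pgd, the other NADPH-forming enzyme of the pentose phosphate pathway, was higher at 4 probe sets, with log2 fold changes of 2.16 to 3.46. The vasodilator peptide gene Adm rose 3.20-fold and 4.97-fold at its 2 probe sets, and the lactonase gene Pon3 4.75-fold. Bcl2l11, which promotes apoptosis, had log2 fold changes of 1.03 to 3.85 over 5 probe sets, and Gmfb 0.01 to 3.08 over 5, of which 3 passed, its brightest only in some settings. G6pd2 had a log2 fold change of 0.04 at its own probe set (adjusted p = 0.843 from limma), while the probe set it shares with G6pdx was 31.0-fold higher. Its own probe set read 8.44 and 8.67, too close to the lowest intensities of the arrays to show whether G6pd2 rose. Among the lower genes, Nox4, an oxidase that forms hydrogen peroxide, fell by 5.87 and 3.87 at its 2 probe sets, proline dehydrogenase (Prodh) fell by 3.07, and all 4 probe sets of Car3 were lower. Egfr, the EGF receptor gene, had log2 fold changes of -3.94 to 0.19 over 7 probe sets, 5 of them lower. Tert, the catalytic subunit of telomerase, fell by 2.51 at 1 probe set and had -0.31 at the other (adjusted p = 0.232 from limma). The first of these ended at 8.92, below the 20.1 of the deleted gene Rag2, so the size of that fall is not exact. At any of its own probe sets, 16 of the 19 genes named as higher were at least 5-fold higher and 18 passed the test, and 5 of the 5 named as lower were at least 5-fold lower. Tert is counted there only through its probe set that ended below Rag2, so a 5-fold fall is not certain for it. At 1 probe set per gene, 15 of 21 measured genes were higher and 4 lower, and 15 and 4 adjusted over the list alone. The study chose these genes on these samples, so neither the counts nor a set test is independent evidence of their direction.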

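Slc7a11, the cystine importer that supplies glutathione synthesis, went from an intensity of 8.79 ± 0.973 in FRG+NTBC livers to 2923 ± 558.5 in FRG-7dNTBC livers (SD, n = 3 mice per group). Its log2 fold change was 8.37 (SE 0.17, adjusted p = 5.75e-07 from limma), which is 330-fold, and its other probe set was 118-fold higher. The FRG+NTBC values lie close to the lowest intensities on the arrays (3.84 to 4.08), so the fold depends on how background was subtracted. Ggt1, which cleaves glutathione outside the cell and lets its amino acids be taken up again, rose from 26.9 ± 10.2 to 2691 ± 606, a log2 fold change of 6.68 (SE 0.28, adjusted p = 1.29e-05 from limma) or 103-fold. With Tukey's biweight average in place of the mean of log2 values, the folds were 121.7 for Ggt1 and 299.8 for Slc7a11. All 3 FRG-7dNTBC mice exceeded all 3 FRG+NTBC mice for both genes. The probe set was named as Ggt1 from Table S2.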

In the context of glutathione metabolism, respectively 13 genes were at least 5-fold up and 7 genes down regulated in the *Glutathione redox reactions I* pathway whereas for the *Glutathione-mediated detoxification* pathway 17 genes were at least 5-fold up regulated and 8 genes at least 5-fold down regulated (Figure 3F). Moreover, the expression of the following glutathione metabolism related genes *Mgst2* (40-fold), *Mgst3* (23-fold), *Gstm2* (15-fold), *Gstm5* (7-fold), *Gpx2* (13-fold), *Gsr* (13-fold), and *Gsta1* (8-fold) was found to be highly increased after short-term NTBC therapy deprivation (Figure 4E).

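Within the 43 measured genes of glutathione metabolism, 8 were at least 5-fold higher and none was at least 5-fold lower in FRG-7dNTBC livers. At a 2-fold threshold 20 were higher and 1 was lower, the maleylacetoacetate isomerase Gstz1 (log2 fold change -1.02, SE 0.24, adjusted p = 0.0152 from limma). Among the glutathione transferases, Gstm3 rose by 2.22 on the log2 scale, Gsta4, which conjugates lipid aldehydes, by 2.16, Gstm4 by 2.09, Gsta2 by 2.02, Gstt3 by 1.71 and Gsta3 by 1.27. Gstp1, Gstt1 and the microsomal Mgst1 did not pass, at -0.11, -0.19 and 0.09. Among enzymes of glutathione redox reactions, glutaredoxin (Glrx) rose by 1.42, the plasma glutathione peroxidase Gpx3 by 0.99 and Gpx4, which reduces lipid peroxides, by 0.68, whereas the abundant Gpx1 stood at -0.23 (adjusted p = 0.402 from limma). Chac1 fell by 0.88, Ggt6 by 0.88, Glo1 by 0.84 and Ggt5 by 0.59. The list joins glutathione synthesis, redox and conjugation and is not either of the Ingenuity pathways.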

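The membrane-bound glutathione transferase Mgst2 rose from an intensity of 104.6 ± 50.2 in FRG+NTBC livers to 2869 ± 639 in FRG-7dNTBC livers (SD, n = 3 mice per group), which is 28.9-fold (log2 fold change 4.85, SE 0.32, adjusted p = 6.68e-05 from limma). Its relative Mgst3 rose 13.4-fold, from 538 ± 374 to 6434 ± 1950. With Tukey's biweight average in place of the mean of log2 values, these folds were 39.7 for Mgst2 and 23.4 for Mgst3. The cytosolic transferases Gstm2 and Gstm5 rose 15.5-fold, from 320.1 ± 42.9 to 5024 ± 1155, and 4.85-fold, from 135 ± 39.9 to 650.5 ± 150.2. Gpx2, a glutathione peroxidase, rose 14.3-fold, from 56.7 ± 7.62 to 816 ± 165, and glutathione reductase (Gsr) 11.4-fold and 6.77-fold at its 2 probe sets. Their log2 fold changes were 3.74 for Mgst3, 3.96 for Gstm2, 2.28 for Gstm5, 3.84 for Gpx2 and 3.51 for the first probe set of Gsr. Adjusted p-values from limma were 0.000669, 2.29e-05, 0.000477, 2.14e-05 and 3e-04 in that order. Among enzymes of glutathione synthesis, both subunits of glutamate-cysteine ligase, Gclc and Gclm, rose by 1.40 on the log2 scale (SE 0.16 and 0.17), and glutathione synthetase (Gss) by 1.22. Slc3a2, the partner chain of the cystine importer, rose by 2.81.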

### 3.3. Fah-Deficient Liver Tissue Exhibits Increased Expression of Liver Progenitor Markers after Short-Term NTBC Therapy Discontinuation

*Liver regeneration* was one of the major toxicological gene classes that was found to be significantly modulated in Fah-deficient mouse livers when NTBC therapy was discontinued (Figure 3C,D). Therefore, we investigated the gene expression of a large set of quiescent and activated liver progenitor cell (LPC) and biliary epithelial cell (BEC) markers. These LPCs and BECs are endogenous cells that are known to differentiate into hepatocytes and cholangiocytes, and frequently accompany chronic liver diseases (Figure 5A) [30]. In this context, we found that the gene expression of the LPC/BEC markers *Atf3* (19-fold), *Cyr61* (7-fold), *Ddr1* (6-fold), *Elovl7* (38-fold), *Glis3* (8-fold), and *Hspa1a* (6-fold) was significantly increased more than 5-fold in Fah-deficient livers when NTBC therapy was discontinued for seven consecutive days using microarray analyses (Figure 5A,B).

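Genes of the cell cycle moved unevenly in FRG-7dNTBC livers, with 11 of 41 measured members higher, 2 lower and 28 not past the test (11 and 2 adjusted over the list alone). Pcna, the DNA polymerase clamp, also used in DNA repair, rose by 3.53 on the log2 scale (SE 0.29, adjusted p = 0.00017 from limma), and Ect2, which acts in cytokinesis, by 3.95. The kinetochore gene Zwint rose by 1.83, securin (Pttg1) by 1.57, the helicase subunit Mcm4 by 1.10 and cyclin B2 (Ccnb2) by 1.10. Mcm10, needed to start DNA replication, and thymidine kinase 1 (Tk1) fell by 2.88 and 2.87. The proliferation marker Mki67 had a log2 fold change of 0.25 (SE 0.58, adjusted p = 0.781 from limma), cyclin D1 (Ccnd1) 0.34 and Cdk1 0.00. The list lay on the higher side (camera adjusted p = 0.00352, or 0.396 with an estimated correlation), and it was not past the threshold without dim probe sets (adjusted p = 0.0819) or by fry (adjusted p = 0.0519). Without FRG-7dNTBC replicate 2, 17 members were higher, and without moderation 6.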

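Of the markers of liver progenitor and biliary cells that the study's text names, most were higher in FRG-7dNTBC livers, and the others did not pass the test. Elovl7, a fatty acid elongase, rose 36.3-fold, from an intensity of 21.8 ± 2.91 to 854 ± 402 (SD, n = 3 mice per group), and was higher at all 6 of its probe sets. Atf3, a transcription factor induced by stress and after hepatectomy, rose 17.0-fold, from 32.1 ± 14.6 to 528 ± 167, and the zinc finger factor Glis3 9.32-fold, from 11.8 ± 3.33 to 108 ± 22.5. Glis3 started below the 20.1 of the deleted gene Rag2, so the size of its rise is not exact. The matricellular protein gene Cyr61 rose 6.19-fold, from 23.3 ± 8.54 to 138 ± 18.7, at 1 of 4 probe sets that ranged from -0.99 to 2.63 on the log2 scale, 2 of them higher. The collagen receptor Ddr1 rose 5.15-fold, from 49.6 ± 6.46 to 291 ± 163, at 1 of 8 probe sets that ranged from -0.26 to 2.36, 4 of them higher, and this call was lost without moderation. The heat shock gene Hspa1a rose 4.91-fold, from 20.9 ± 3.94 to 104 ± 27.9. Prom1 rose 3.41-fold (adjusted p = 0.0191 from limma), a call lost without moderation and without FRG+NTBC replicate 2, FRG+NTBC replicate 3 or FRG-7dNTBC replicate 1, where its log2 fold change was 1.72, 1.66 and 1.51. Cd24a had a log2 fold change of 0.86 (adjusted p = 0.0976 from limma) and passed without FRG-7dNTBC replicate 2, at 1.14. The keratin Krt19 stood at -0.27 (adjusted p = 0.344), and Epcam at -0.26 at its brighter probe set (adjusted p = 0.345) and 1.47-fold higher at the dimmer (adjusted p = 0.0265 from limma). At 1 probe set per gene, 7 of the 10 markers were higher and none lower, or 8 and 0 adjusted over the list alone. The study names Atf3, Cyr61, Ddr1, Elovl7, Glis3 and Hspa1a for their rise on these arrays, so for them neither that count nor a set test is independent evidence of direction. Of 21 biliary epithelial markers, Prom1, Cd24a, Krt19 and Epcam among them, 4 were higher and 2 lower (4 and 2 adjusted over the list alone; camera adjusted p = 0.803), with a median log2 fold change of -0.07, a mean of 0.17 and a test on the higher side. The tight junction gene Cldn4 (1.42), Bicc1 (1.39) and Wwtr1 (0.71) joined Prom1 above, Onecut1 and Pkhd1 fell by 1.08 and 0.64, and Sox9 and Krt7 stood at 0.65 and -0.45 without passing. Leaving out FRG+NTBC replicate 1, replicate 2 or replicate 3 gave 0, 1 and 0 lower members, FRG-7dNTBC replicate 1, replicate 2 or replicate 3 gave 1, 0 and 1, and 2 were higher without FRG+NTBC replicate 2 or replicate 3.

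**Figure D3:**
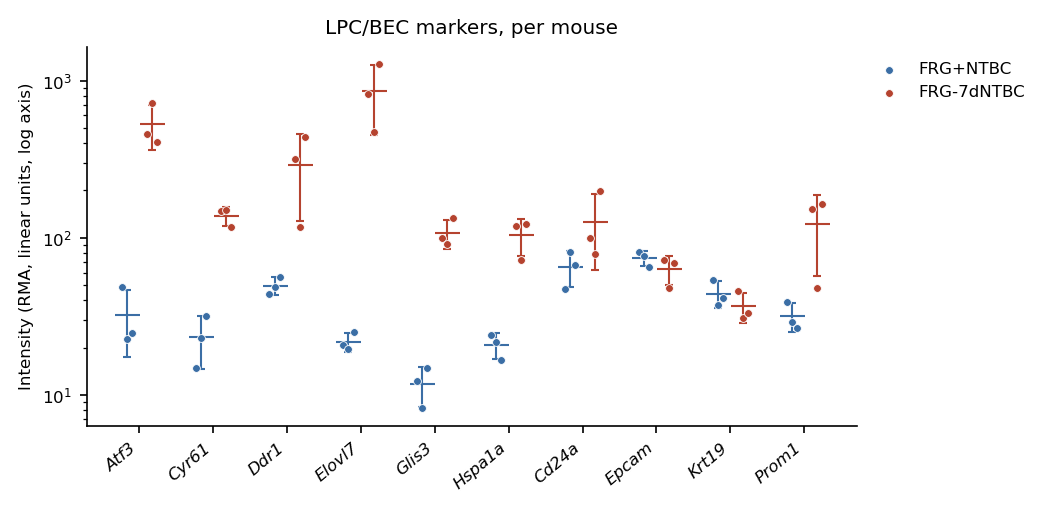
Intensity (RMA values on a linear scale, log axis) of 10 markers of liver progenitor and biliary epithelial cells in each of 3 FRG+NTBC mice (blue points) and 3 FRG-7dNTBC mice (red points), at 1 probe set per gene. Horizontal bars are group means and vertical bars are SDs; the groups do not overlap for Atf3, Cyr61, Ddr1, Elovl7, Glis3, Hspa1a and Prom1 and do for Cd24a, Epcam and Krt19.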

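The 6 livers were clustered on log2 intensities by Euclidean distance and complete linkage. With the 7 markers Atf3, Cyr61, Ddr1, Elovl7, Glis3, Hspa1a and Prom1, which had passed limma on the same mice, the first split of the tree parted FRG+NTBC from FRG-7dNTBC livers. The largest distance between 2 livers of a group was 3.15 and the smallest between groups 7.29. With Cd24a, Epcam and Krt19 added these distances were 3.46 and 7.41. The first split was the same with 21 biliary epithelial markers, such as Sox9, Krt7 and Cldn4, where the distances were 3.58 within and 3.28 between the groups and so overlapped. It was also the same with 20 lymphocyte markers (1.44 within and 1.47 between), most of which FRG mice lack the cells for, and with all 18193 genes (61.9 and 104).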

Hierarchical clustering using differentially-expressed LPC/BEC markers allowed to discriminate between liver tissue of Fah-deficient mice under continuous NTBC therapy and after seven days of NTBC therapy withdrawal (Figure 5C). Furthermore, RT-qPCR analyses of commonly used LPC/BEC markers confirmed that *Atf3* (83-fold), *Cyr61* (5.5-fold), *Ddr1* (12-fold), *Elovl7* (266-fold), and *Glis3* (13-fold) gene expression was significantly increased and showed that *Epcam* expression was increased approximately 4-fold in Fah-deficient livers when NTBC therapy has been discontinued (Figure 6). In contrast, the observed increase in *Hspa1a* expression could not be confirmed using RT-qPCR and no significant difference in gene expression was observed for other commonly used LPC markers *Cd24a*, *Krt19,* and *Prom1* (Figure 6).

## 4. Discussion

Since its introduction, NTBC therapy has clearly improved the vital prognosis and the quality of life of HT1 patients. However, due to its strict drug and associated dietary regime, compliance problems have been described [31,32,33]. More specifically, it has been reported that HT1 patients have presented with recurrent porphyria-like neurological crises after discontinuation/interruption of NTBC treatment. For some of the patients, these crises were life-threatening and accompanied by respiratory muscle paralysis requiring ventilator support, hemodynamic disturbance, acute progressive ascending motor neuropathy causing profound impairment, recurrent seizures, and neuropathic pain [10]. To gain insight on the molecular impact of non-drug compliance by HT1 patients, we compared transcriptome profiles of liver tissue of Fah-deficient mice under continuous NTBC therapy and after short-term, i.e., seven days NTBC therapy discontinuation.

Biochemical blood analyses of Fah-deficient mice after NTBC withdrawal showed increased SA levels, indicating that the inhibitory effects of the drug NTBC became inefficient seven days after the last dose which was associated with liver damage. SA can also be considered as an indirect indicator of redox imbalance as it has been shown that treatment of rodents with SA methyl ester leads to 5-aminolevulinic acid (ALA) accumulation that has been associated with induced oxidative subcellular and tissue damage within the liver [34]. This is in accordance with previous findings in similar HT1 mouse models showing that the half-life of NTBC in mouse plasma was 54 h. Hpd is therefore only completely inhibited during the first three days following a single-dose of NTBC and fully regains its enzymatic activity seven days after NTBC therapy discontinuation [35]. Furthermore, transcriptome analyses of liver tissue revealed that molecular pathways associated with oxidative stress, glutathione metabolism and liver regeneration become activated in HT1 mice upon short-term NTBC therapy discontinuation.

With respect to genes involved in oxidative stress, ROS formation and glutathione metabolism, *Ggt1* (121-fold) and *Slc7a11* (300-fold) expression was mostly increased. *Ggt1* encodes an enzyme that catalyzes the transfer of the glutamyl moiety of glutathione (GSH) to a variety of amino acids and dipeptide acceptors. The observed highly increased gene expression of *Ggt1* in Fah-deficient liver tissue after short-term NTBC deprivation is in accordance with high gamma glutamyl transferase activity levels observed in untreated HT1 patients [36]. *Slc7a11* encodes the cystine/glutamate antiporter (xCT) and imports cystine as a precursor for GSH synthesis that supports antioxidant responses [37]. This massive increase in *Slc7a11* expression indicates that GSH depletion is already present seven days post NTBC withdrawal. This might be explained by the accumulation of the powerful GSH depletor fumarylacetoacetate, which triggers secondary mechanisms such as xCT to compensate for the shortage of GSH [9]. Recently, it was also reported that *Slc7a11* is a key player in liver regeneration as its overexpression in hepatocytes enhances, and its suppression inhibits, liver repopulation following toxic injury [38]. Therefore, the increased expression of *Slc7a11* cannot only be considered as an indication that GSH metabolism becomes activated in the liver after short-term NTBC therapy discontinuation to counteract ROS formation. It also suggests that liver regeneration processes have started [38].

To support this, we compared the LPC/BEC marker expression profile of liver tissue derived from NTBC-treated Fah-deficient mice and those that were deprived from NTBC for seven days. This gene expression profile was previously established using meta-analyses of human and mouse biliary epithelial cell gene profiles [30] and allowed us to discriminate between the two experimental groups. More specifically, we found that the gene expression of several LPC/BEC markers including *Atf3*, *Cyr61*, *Ddr1*, *Elovl7*, *Epcam*, *Glis3*, and *Hspa1a* was highly increased in Fah-deficient livers when NTBC therapy was discontinued for seven consecutive days. This data could be confirmed by RT-qPCR analyses for all markers except *Hspa1a*.

*Atf3*, also known as liver regeneration factor 1, belongs to the basic leucine zipper family of transcription factors [39]. It is an early response gene that is rapidly induced upon partial hepatectomy and induced in hepatocyte cultures stimulated with mitogenic growth factors [39,40]. A large number of studies have shown that *Atf3* is a stress-inducible gene [41], but may also prevent apoptosis [42], stimulate cell proliferation [43], and tumor invasion [44].

*Cyr61* encodes a matricellular protein that is involved in dampening and resolving liver fibrosis, mediates cholangiocyte proliferation and the ductular reaction. Both are repair responses to cholestatic injury of the liver [45]. 

*Ddr1* belongs to a unique family of receptor tyrosine kinases containing a discoidin homology domain in their extracellular region. DDRs are expressed during early embryonic development in different tissues of which *Ddr1* is mainly expressed in epithelia [46]. Interestingly, *Ddr1* expression has been reported in hepatocytes and bile duct epithelial cells of cirrhotic liver, but its role remains largely unclear [47].

*Elovl7* encodes a key enzyme involved in the elongation of very long chain fatty acids and has been shown to be up regulated upon hepatocyte dedifferentiation [48].

*Epcam* is a surface epithelial marker that is selectively expressed in the biliary tree, where it discriminates liver progenitor cells from mature cholangiocytes [49]. In addition, mature hepatocytes within the hepatic parenchyma also do not express *Epcam* [49]. Moreover, it is a commonly used marker to isolate LPCs from liver disease samples [50]. Furthermore, it was previously reported that Epcam^+^/Afp^+^ hepatocellular carcinoma subtypes exhibit features of hepatic stem/progenitor cells and display hepatic cancer stem cell-like traits including the abilities to self-renew and differentiate [51]. Therefore, our observed increased *Epcam* and *Afp* expression indicates that short-term NTBC therapy discontinuation might already be sufficient to put HT1 patients back at risk of developing hepatocellular carcinoma.

*Glis3* is a transcription factor containing a five Kruppel-like zinc finger motif. Its expression occurs early in embryogenesis and is thought to play a critical role in the cellular regulation of development by functioning as a repressor or activator of transcription. Mutations in the *Glis3* gene have led to neonatal diabetes, thyroid and renal diseases, and liver dysfunction ranging from hepatitis to cirrhosis [52].

*Hspa1a*, also known as Hsp70, has been shown to function as a chaperone during periods of cellular stress and induces the expression of several inflammatory cytokines identified as key players during early liver regeneration. Indeed, previous studies in mice have shown that the early phase of successful liver regeneration requires the presence of *Hspa1a* [53].

The massive up regulation of these LPC/BEC markers correlates with our histopathological observation of hepatocyte loss and oval-like cell proliferation and supports the predicted activation of liver repair mechanisms by our transcriptomics-based pathway analyses.

## 5. Conclusions

This study provides new data on the alteration of the HT1 liver transcriptome when NTBC therapy is withdrawn for a short period. We successfully identified a number of genes related to oxidative stress responses, glutathione metabolism and liver regeneration that were highly differentially-expressed versus continuous NTBC treatment. Especially in the context of liver regeneration we found a highly increased expression of a number of LPC/BEC markers when NTBC therapy was discontinued of which some, including *Epcam*, could also play a key role in hepatocellular carcinoma development associated with HT1 disease progression. However, to fully understand the pathophysiological impact of the experimentally observed transcriptional activation of oxidative stress, glutathione metabolism, and liver regeneration pathways upon short-term NTBC therapy discontinuation, combining these transcriptional data with subsequent integrative metabolomics studies will be of key importance [54,55]. High resolution metabolite profiling of, e.g., blood, urine, or cerebrospinal fluid will allow to study the direct and indirect consequences of the observed transcriptional changes in HT1 liver tissue at a biochemical level by identifying and measuring thousands of chemical features. In addition, experiments on HT1 patient-derived liver cells in vitro and in vivo in immune deficient mice after xenografting, will allow to further extrapolate our new findings from preclinical mouse studies to the situation in man [56].

## Figures and Tables

**Figure 1:**
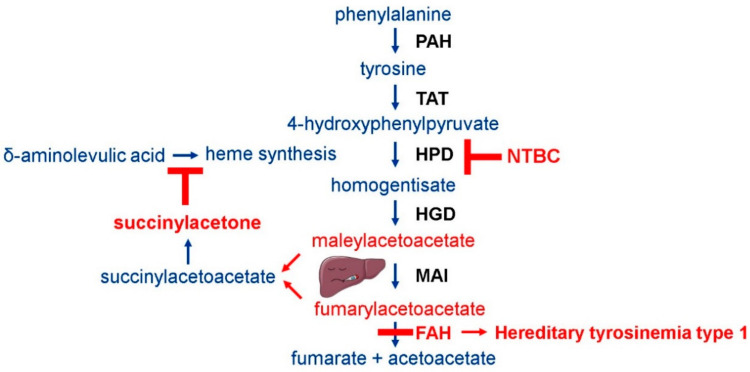
Tyrosine degradation pathway in liver cells. Loss of function of the fumarylacetoacetate hydrolase (FAH) enzyme causes the accumulation of toxic intermediate tyrosine metabolites maleyl- and fumarylacetoacetate, and subsequently, the production of succinylacetone through an alternative metabolization route. Nitisinone (NTBC) is a potent inhibitor of the upstream hydroxyphenylpyruvate dioxygenase (HPD) enzyme that prevents the formation of these toxic metabolites by providing a therapeutic block. Abbreviations: PAH, phenylalanine hydroxylase; TAT, tyrosine aminotransferase; HPD, 4- hydroxyphenylpyruvate dioxygenase; HGD, homogentisate dioxygenase; MAI, maleylacetoacetate isomerase; FAH, fumarylacetoacetate hydrolase, NTBC, nitisinone.

**Figure 2:**
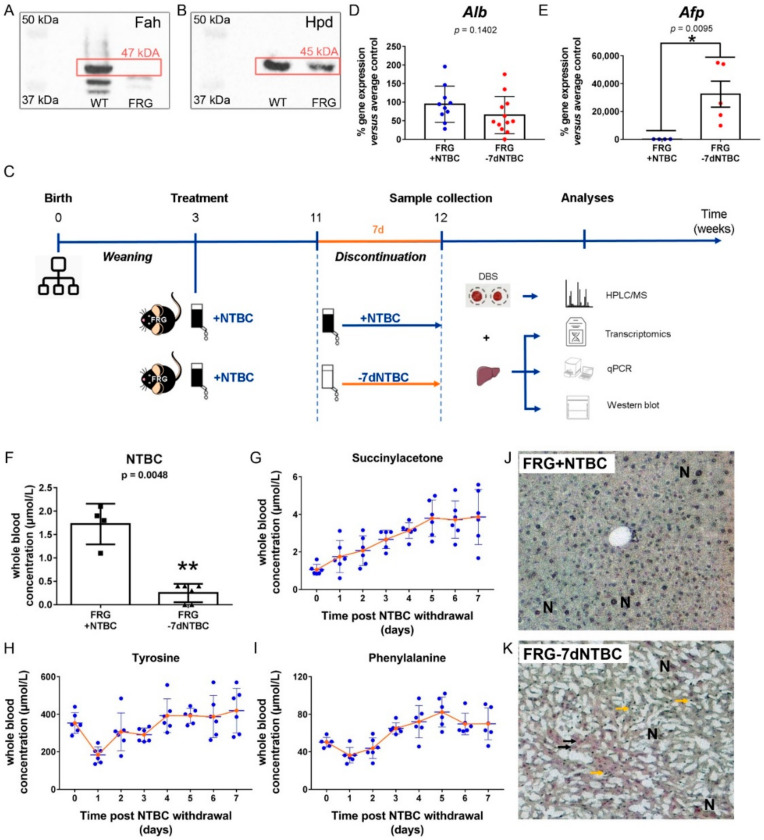
Molecular and biochemical evaluation of the FRG mouse model. FRG mouse livers are characterized by (**A**) the absence of Fah and (**B**) the presence of Hpd protein expression using western blot with healthy wildtype (WT) C57Bl/6 mice as positive controls. (**C**) Schematic representation of the NTBC drug therapy discontinuation experiment in FRG mice and subsequent sample collection. (**D**,**E**) Gene expression analysis of mouse albumin (*Alb*) and alpha-fetoprotein (*Afp*) by RT-qPCR. (**F**) Quantification of NTBC blood levels and daily follow up of (**G**) succinylacetone, (**H**) L-tyrosine and (**I**) L-phenylalanine levels using LC-MS/MS analyses of dried blood spots (DBS). Histopathological analysis of FRG mouse livers under (**J**) continuous NTBC therapy and (**K**) seven days post NTBC withdrawal by hematoxylin staining showing large dysmorphic nuclei (N), oval-like cells (black arrow) and small lymphoid cells (yellow arrow). * significantly increased; ** significantly decreased using a two-tailed Mann–Whitney test (*p* < 0.05).

**Figure 3:**
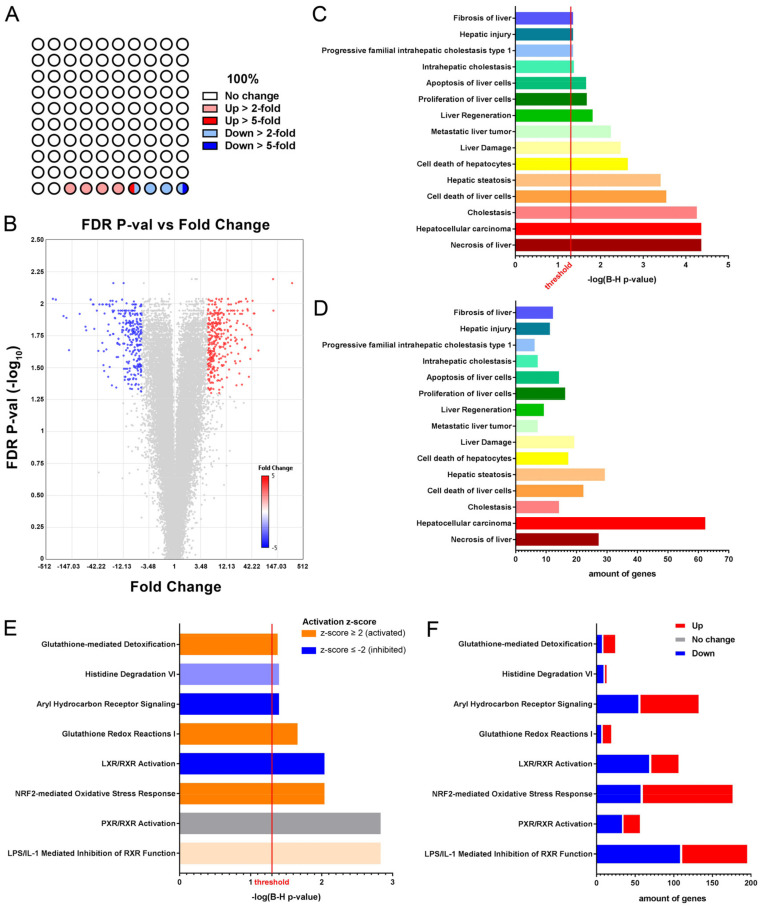
Whole transcriptome analyses of FRG liver tissue after seven days of NTBC therapy discontinuation versus continuous treatment. (**A**) Percentage of modulated genes in liver tissue. (**B**) Volcano plot displaying 5-fold up and down regulated genes with FDR *p*-value ≤ 0.05. (**C**,**D**) Toxicological gene class grouping of 5-fold up and down regulated genes showing the Benjamini–Hochberg (B–H) *p*-value of overlap and amount of modulated genes. (**E**,**F**) Canonical pathway analyses showing B–H *p*-value of overlap, activation z-scores and amount of modulated genes.

**Figure 4:**
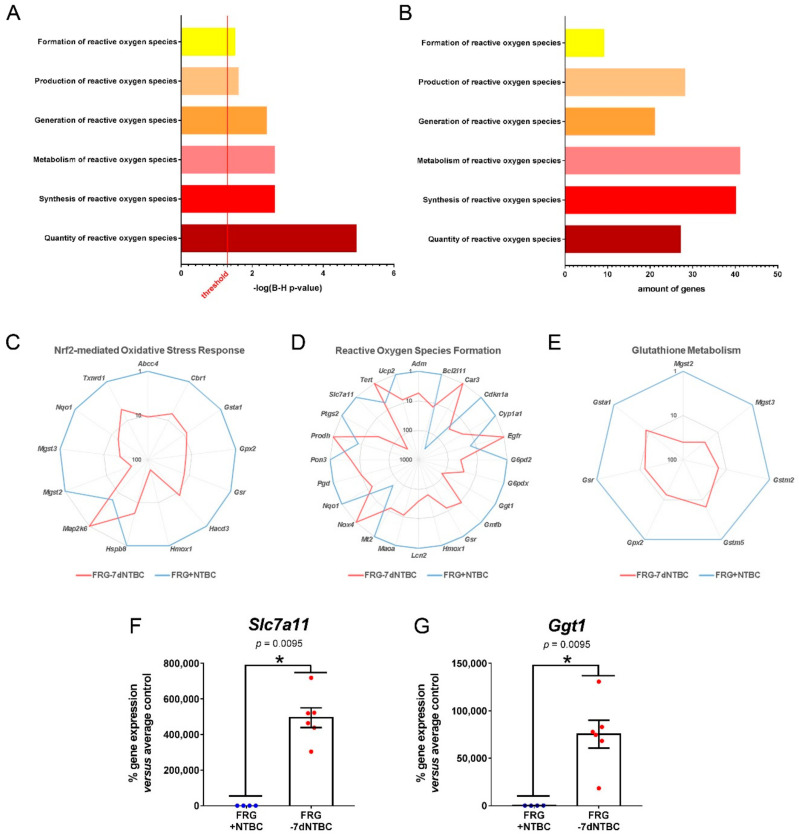
NTBC therapy discontinuation activates oxidative stress responses, reactive oxygen species (ROS) formation and glutathione metabolism. (**A**,**B**) ROS-related gene class grouping of 5-fold up and down regulated genes showing B–H *p*-value of overlap and amount of modulated genes. Spider graphs showing differentially-expressed genes related to (**C**) Nrf2-mediated oxidative stress response, (**D**) reactive oxygen species formation, and (**E**) glutathione metabolism. (**F**,**G**) Gene expression analysis of top increased ROS-related genes by RT-qPCR. * significantly increased using a two-tailed Mann–Whitney test (*p* < 0.05).

**Figure 5:**
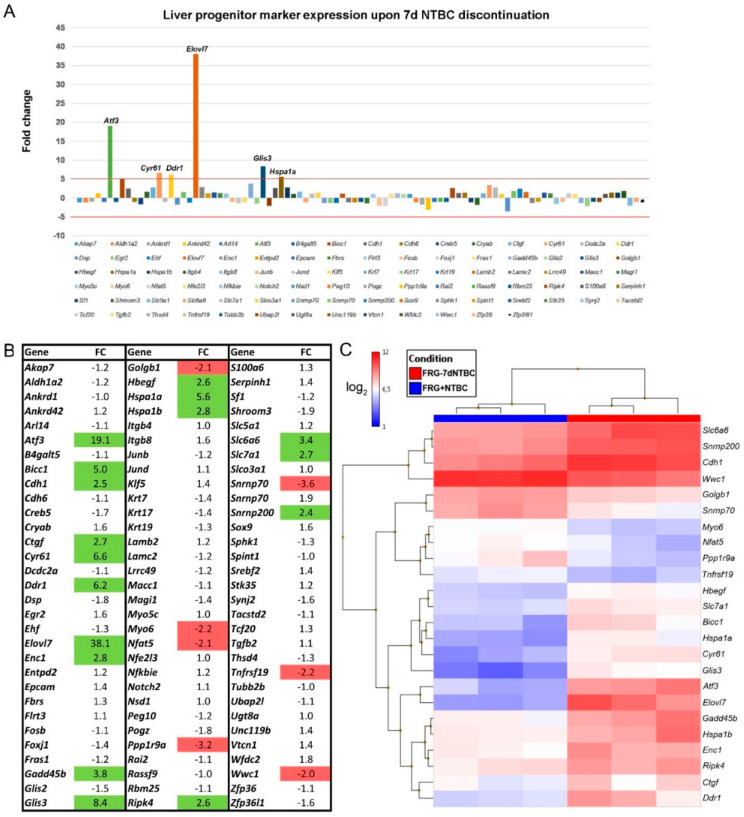
Liver progenitor cell (LPC)/biliary epithelial cell (BEC) marker expression in Fah-deficient mouse livers after short-term NTBC therapy discontinuation. (**A**,**B**) Gene expression profiling of LPC/BEC markers using microarray analyses. (**C**) Hierarchical clustering of differentially-expressed LPC/BEC markers.

**Figure 6:**
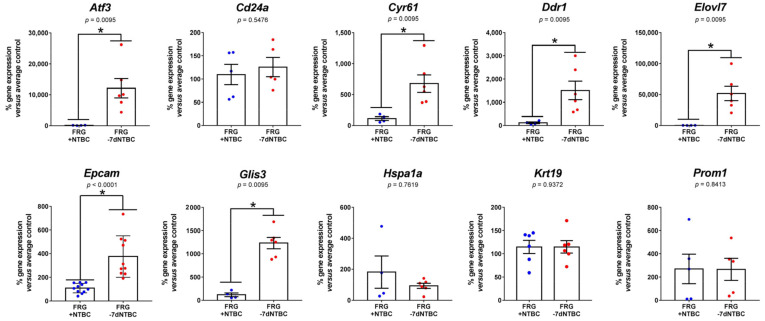
Gene expression analysis of LPC/BEC identification markers by RT-qPCR. * significantly increased using a two-tailed Mann–Whitney test (*p* < 0.05).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/12/1/3/s1, Figure S1: Histopathology confirms presence of severe liver lesions in NTBC-deprived FRG mice, Table S1: Taqman gene expression assays, Table S2: Differential gene expression in liver tissue of FRG-7dNTBC versus FRG+NTBC mice with 5-fold cut-off and FDR *p*-value ≤ 0.05, Table S3: Upstream regulator prediction in FRG-7dNTBC versus FRG+NTBC liver tissue.

# Supplementary material for: Oxidative Stress, Glutathione Metabolism, and Liver Regeneration Pathways Are Activated in Hereditary Tyrosinemia Type 1 Mice upon Short-Term Nitisinone Discontinuation
**Source:** Genes (Basel). 2020 Dec 22;12(1):3. doi: 10.3390/genes12010003
**Supplement:** Supplementary file 1

## Oxidative Stress, Glutathione Metabolism and Liver Regeneration Pathways are Activated in Hereditary Tyrosinemia Type 1 Mice upon short-term Nitisinone Discontinuation

Haaïke Colemonts-Vroninks, Jessie Neuckermans, Lionel Marcelis, Paul Claes, Steven Branson, Georges Casimir, Philippe Goyens, Geert A. Martens, Tamara Vanhaecke and Joery De Kock

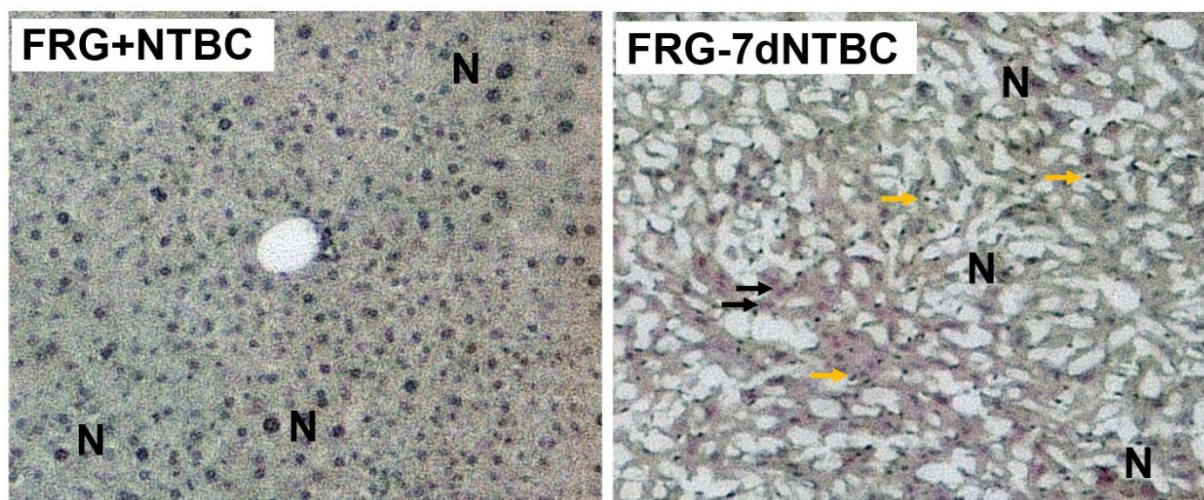

**Figure S1:** Histopathology confirms presence of severe liver lesions in NTBC-deprived FRG mice. FRG mice continuously treated with NTBC only present mild hepatocellular changes as hepatocytes are enlarged and regularly show large dysmorphic nuclei (N) with several well-formed nucleoli (left panel). In strong contrast, FRG mice at seven days post withdrawal of NTBC present severe hepatocellular changes including necrosis of hepatocytes, enlarged hepatocytes, large dysmorphic nuclei (N), oval-like cell proliferation (black arrow) and infiltration of small lymphoid cells with dark nuclei and scant cytoplasm (yellow arrow) (right panel)

**Table S1:** Taqman gene expression assays

\* AB: Applied Biosystems

**Table S2:** Differential gene expression in liver tissue of FRG-7dNTBC *versus* FRG+NTBC mice with 5-fold cut-off and FDR p-value  $\leq 0.05$ . Multiple probe sets were analyzed for the same gene, if present, and listed in the table.

**Table S3:** Upstream regulator prediction in FRG-7dNTBC *versus* FRG+NTBC liver tissue

How the deposited data were processed for this re-analysis (not part of the article)

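Gene expression was measured in whole liver of 3 FRG+NTBC and 3 FRG-7dNTBC mice, 1 Affymetrix mouse genome array per mouse. The authors made the deposited values from the array scans with Robust Multiarray Analysis, which corrects background, normalizes between arrays by quantiles and sums the probes of a probe set by median polish, and the submitters' processing notes name the Transcriptome Analysis Console. The deposited intensity values are on a linear scale, with a range of 3.84 to 29532 over the arrays, and their log2 was taken here. The table held 45037 probe sets, with no Affymetrix control probe sets among them, and each of its 6 columns was assigned to a mouse by its label. Each group's mice are separate animals by the paper, and the labels number the mice of both groups in the same way without saying that equal numbers mark a shared litter or day.

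Probe sets were named through the array annotation, in which 34945 probe sets have 1 gene symbol, 932 several and 9160 none, and symbols were updated through gene identifiers to the mouse RefSeq annotation. Probe sets with several symbols were named only where the paper itself names them, and Ggt1, G6pdx and Ucp2 were named from Table S2. The copy of Table S2 read here holds 545 probe sets, fewer than the 324 and 271 that the paper counts. For gene lists, each of 18193 genes was represented by the probe set with the highest mean log2 value over the 6 arrays. A gene represented by another probe set can have another value, and the number of probe sets that changed is given where they differ.

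The groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), without covariates, and p-values were adjusted by Benjamini-Hochberg over all probe sets. A probe set counted as changed at an adjusted p of 0.05 or less and a fold of 2 or 5; the paper uses both folds and names this p for its 5-fold selection. For members of gene lists the threshold was an adjusted p under 0.05, over all probe sets and over the list alone. Each of the 36 lists was tested with camera at a preset correlation of 0.01, adjusted over the lists. Of these, 14 passed on the higher and 11 on the lower side, none of them with an estimated correlation, and 29 passed fry. The lists on the higher side include both lists of genes named by the study, which hold genes it chose on these arrays, so their tests are not independent evidence. The other lists were written by a reader who had seen Table S2, which comes from these arrays. Their tests are therefore not fully independent evidence either. Lists overlap, so their tests are not independent. The lists cover NRF2 targets, glutathione metabolism, the pentose phosphate pathway, removal of reactive oxygen species, progenitor, biliary, fetal, stellate, macrophage, neutrophil, lymphocyte and endothelial markers, the cell cycle, p53 and ATF4 targets, chaperones, secreted and metabolic hepatocyte genes, nuclear receptor targets, sex-biased and circadian genes, and growth factors. Statistics were tested on simulated data with known changes first.

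The text names the genes that the paper's results name from the arrays, except Gsta1, at the probe set of Table S2 whose fold the paper gives or else at the brightest probe set, the one with the highest mean log2 intensity over the 6 arrays. It also names the 10 genes with the largest rise and the 10 with the largest fall among probe sets with 1 gene symbol, up to 4 members per list with the largest change and its best known member, and the deleted genes and the drug's target. Other members of a list, and the regulators Klf4, Myc, Bcl6, Stat5b and Socs2, were named after their values were seen. The precision is limited by the number of arrays, 3 per group, and an exact permutation test of a single gene with 3 mice against 3 cannot go below 0.1.

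Alternatives were scaling to one 75th percentile, quantile normalization of the deposited values, leaving out dim probe sets, an intensity trend with robust moderation, no moderation, array weights, leaving out probe sets that can match several transcripts, the replicate number as a block, leaving out each mouse in turn, the fold from Tukey's biweight average, the fold threshold alone, the mean of all probe sets of a gene, an estimated correlation in camera, and fry. Il2rg, Gsta1 and Gapdh were not analysed here, because no probe set named them alone in the annotation used. Blood analyses, histology and RT-qPCR of the paper were not analysed here.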

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

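The results below concern gene groups that the paper does not discuss, each with most of its changed members moving one way beyond the FRG+NTBC mice. The tests of macrophage markers against other cell types and of their overall rise, and that of male-biased genes against other hepatocyte lists, were chosen only after the result was seen. With 6 mice, only 10 splits into 3 and 3 exist, too few for a share under 0.05, and 1 of them, the real one, gave a result as large in each count of this paragraph; splits were not counted for the single lists of the later paragraphs. The real split gave 3427, 2305, 384 and 287 probe sets at least 2-fold higher, 2-fold lower, 5-fold higher and 5-fold lower, and the highest of the other splits gave 0 for each. It gave 25 gene lists past camera, against 21 in the highest other split. For members of lists, it gave 30 NRF2 targets higher and 1 lower, 24 glutathione genes higher and 5 lower, 4 biliary markers higher and 2 lower, and 11 cell cycle genes higher and 2 lower, and the highest other split gave 0 for each.

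Of 23 targets of the tumor suppressor p53, 16 were higher and 1 was lower (18 and 2 adjusted over the list alone; camera adjusted p = 9.66e-08, or 0.152 with an estimated correlation), among them the death receptor Eda2r (log2 fold change 2.93), the AKT inhibitor Phlda3 (2.77), Psrc1 (2.76) and the p53 ubiquitin ligase Mdm2 (1.15), while the apoptosis gene Bbc3 fell by 0.70 (0 lower without FRG+NTBC replicate 1, FRG+NTBC replicate 3 or FRG-7dNTBC replicate 2). Among 31 targets of ATF4, the factor of the integrated stress response, 16 were higher and 2 lower (18 and 3 adjusted over the list alone; camera adjusted p = 7.71e-05, or 0.0997 with an estimated correlation), including the serine synthesis enzyme Psph (2.84) and asparagine synthetase Asns (2.10), with Shmt2 at -1.12 and Trib3 at -0.56 without passing (1 lower without FRG+NTBC replicate 1 or 2 or FRG-7dNTBC replicate 1 or 2). In the heat shock response, 15 of 20 genes were higher and none lower (15 and 0 adjusted over the list alone; 16 and 1 at an unadjusted p under 0.05 from limma; camera adjusted p = 9.78e-09, or 0.0997 with an estimated correlation), with Hspb1 at 3.81, Bag3 at 2.54, Hspa4l at 2.10 and Hsp90aa1 at 1.96.

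Genes of coagulation and complement were lower as groups. Of 21 coagulation factors and their regulators, 15 were lower and none higher (16 and 0 adjusted over the list alone; camera adjusted p = 1.4e-08, or 0.152 with an estimated correlation): log2 fold changes were -4.82 for prekallikrein (Klkb1), -3.20 for Proz, -2.89 for factor VII (F7), -1.90 for factor IX (F9) and -0.54 for prothrombin (F2). Of 16 complement genes made by hepatocytes, 12 were lower and none higher (12 lower and 1 higher adjusted over the list alone; camera adjusted p = 2.11e-08, or 0.183 with an estimated correlation), with C8a at -3.90, C8b at -3.82, Masp1 at -3.52 and Mbl1 at -2.79.

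Genes of lipid synthesis and amino acid breakdown were lower as well. Of 19 genes of fatty acid synthesis, 16 were lower and 1 higher (16 and 1 adjusted over the list alone; camera adjusted p = 9.78e-09, or 0.0997 with an estimated correlation), with Elovl3 falling by 4.68, pyruvate kinase (Pklr) by 3.20 and Acacb by 2.33, and with malic enzyme (Me1) higher by 0.48. The rise of Me1 was lost after scaling to one 75th percentile or by quantiles and without FRG+NTBC replicate 1, 2 or 3 or FRG-7dNTBC replicate 2 or 3, where 0 members were higher. Of 20 genes of cholesterol synthesis, 12 were lower and 1 higher (12 and 1 adjusted over the list alone; camera adjusted p = 3.5e-05, or 0.0997 with an estimated correlation), with the sterol carrier Stard4 falling by 2.21, Nsdhl by 1.95 and Pmvk by 1.70, and squalene epoxidase (Sqle) rising by 1.03 (2 higher without FRG-7dNTBC replicate 3). Of 25 genes of amino acid breakdown and the urea cycle, 18 were lower and 1 higher (22 and 1 adjusted over the list alone; camera adjusted p = 9.78e-09, or 0.201 with an estimated correlation), with the histidine enzymes Amdhd1 and Hal falling by 3.38 and 2.71, Afmid by 2.65 and the urea cycle enzyme Ass1 by 2.38, and Cth, which forms cysteine for glutathione, rising by 1.06.

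Macrophage markers were higher, in 11 of 18 genes and lower in none (11 and 0 adjusted over the list alone and at an unadjusted p under 0.05 from limma; camera adjusted p = 0.000132, or 0.323 with an estimated correlation): Cd68 rose by 2.23, Cd5l by 1.84, cathepsin S (Ctss) by 1.76 and Mpeg1 by 1.72, while Adgre1 and Csf1r stood at -0.08 and 0.09. The count was 1 without moderation, 6 without FRG+NTBC replicate 1, and 5 without FRG+NTBC replicate 2 or FRG-7dNTBC replicate 1. A lower share of hepatocytes would raise the markers of other cell types alike, and the mean log2 fold change was 1.03 for macrophage markers and 0.328 for stellate and endothelial markers. With mice as the unit the difference was 0.702 (SE 0.191), which is 3.69 times the SE where 6 mice need 2.78, and it argues against a lower share of hepatocytes as the cause of the whole rise. Macrophage markers rose more than endothelial markers by 0.657 (2.88 times the SE) and than biliary markers by 0.865 (3.05 times), while the difference of 0.741 from stellate markers was 2.47 times its SE. A permutation test over genes gave p = 8e-05, but it takes the genes of a list as independent, and their estimated correlations were 0.516, 0.527 and 0.448 for macrophage, stellate and endothelial markers. The stellate and endothelial lists passed camera without FRG-7dNTBC replicate 2 (adjusted p = 0.000848 and 0.0291), so a smaller rise in them stays open. More macrophages and higher levels per macrophage both give the median of 1.048 in whole liver and cannot be told apart, since no cells were counted here; the withdrawal of NTBC is a candidate cause of either.

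Clock genes differed between the groups, with 12 of 19 lower and 3 higher (12 and 3 adjusted over the list alone; camera adjusted p = 0.000427, or 0.152 with an estimated correlation): Dbp fell by 4.59, Usp2 by 3.39, Per3 by 2.91 and Hlf by 1.90, while Clock rose by 1.83, Arntl by 1.35 and Cry1 by 0.63. If the groups had been collected at different times of day, genes that peak opposite to Dbp would move opposite to it, and the median log2 fold change of Arntl, Npas2, Clock, Cry1 and Nfil3 was 0.633, so a different time of day is consistent with these values. Npas2 (-0.20) and Nfil3 (0.32) did not pass, and the paper's text names a light cycle but no time of collection. The withdrawal itself may also shift the clock, which these 6 mice do not test.

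Male-biased liver genes were lower in 13 of 14 cases and higher in none (13 and 0 adjusted over the list alone; 0 higher also at an unadjusted p under 0.05 from limma; camera adjusted p = 9.78e-09, or 0.134 with an estimated correlation), with a median log2 fold change of -2.03: the sulfotransferase Sult2a8 fell by 5.12 and the major urinary protein Mup3 by 1.51, while Cyp4a12a stood at -0.42. Mice of another sex among the arrays would lower Y-linked genes, but the mean log2 fold change of Eif2s3y, Kdm5d and Uty was 0.114 (SE 0.25), although the 4 probe sets of Uty ranged from -1.31 to 1.18. A fall of genes of their level in general is argued against by 10000 random lists matched on level in FRG+NTBC mice but not on cell type, whose median was -0.173 and of which a share of 1e-04, the smallest possible, had a median as low. The mean log2 fold change of the list was also lower than that of 185 genes of 10 other hepatocyte lists, by a difference of -1.82 (SE 0.20 over mice), so a fall of that general size does not account for the whole. Single lists fell about as far, with medians of -2.00 for complement and -1.78 for fatty acid synthesis, which share C8b, C6 and Elovl3 with the male-biased list, so a cause shared with these lists stays open. Lower growth hormone signaling through STAT5 may contribute and stays open: Igf1, Socs2 and Cish had a mean of -0.799 (SE 0.441), with Socs2 at -1.62 and Cish at -0.12, and that mean takes Igf1 at its brightest probe set (-0.66), while its other 3 probe sets had -2.77, -3.59 and -4.19. The withdrawal of NTBC is the difference the design names.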

How the results depend on the processing

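The alternative that joins Tukey's biweight average with no moderation was chosen only after the result was seen, and all others were planned. No call of a gene list or a named gene reversed under any alternative. Among 2-fold calls the larger side changed, from 3427 higher and 2305 lower to 2797 and 2927 after scaling to one 75th percentile. It also changed among 5-fold calls, from 384 higher and 287 lower to 316 and 347 after that scaling. Over leaving out each mouse in turn, counts ranged from 2948 to 3889 for probe sets at least 2-fold higher, 2018 to 2593 for 2-fold lower, 353 to 455 for 5-fold higher and 269 to 313 for 5-fold lower. The set test's adjusted p ranged from 7.27e-16 to 1.01e-13 for NRF2 targets, 9.61e-08 to 1.89e-06 for glutathione metabolism, 1.92e-05 to 0.0324 for the cell cycle and 0.357 to 0.97 for biliary markers. Members higher ranged from 27 to 31, 19 to 27, 9 to 17 and 2 to 5 in these lists, and members lower from 1 to 2, 2 to 5, 2 to 2 and 0 to 1. The highest cell cycle count, 17, came without FRG-7dNTBC replicate 2, and fewer mice are tested in each of these fits. Without moderation, 2123 probe sets were at least 2-fold higher, and with Tukey's biweight average as well 2097; 2 glutathione genes were lower, 6 cell cycle genes higher, and 1 biliary marker was higher and 0 lower. Biliary markers lower were 4 after scaling to one 75th percentile and 1 without dim probe sets, with array weights or with the mean of all probe sets of a gene, and NRF2 targets lower were 0 without probe sets that can match several transcripts. The cell cycle set test gave an adjusted p of 0.0819 without dim probe sets, 0.0519 by fry and 0.396 with an estimated correlation, which gave 0.0997 for NRF2 targets and 0.197 for glutathione metabolism. The cause of these changes was not tested, except that an estimated correlation widens camera's error by construction. Camera was not run without moderation, and quantile normalization, an intensity trend and the other alternatives changed none of these lists' set tests. Of the other lists, the endothelial one passed in 5 settings and the hepatocyte one was lost in 4 settings besides the estimated correlation. Of 67 probe sets of named genes, 5 lost their call without moderation (Cyp1a1, Gmfb, Ddr1, Prom1 and Hpd). Dim probe sets lie near background, where the arrays limit what a fold can show. With the replicate number as a block, 3444, 2285, 385 and 287 probe sets passed, and the endothelial list's adjusted p was 0.045 with 5 members higher. Deviations of mice with the same number correlated at 0.11, 0.03 and -0.16, so the numbers do not pair the mice.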

Differences from the paper's values

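The paper counts 2096 genes more than 2-fold up regulated, and 3427 probe sets were at least 2-fold higher here, with an adjusted p of 0.05 or less; the paper gives no adjusted p beside this count. These probe sets name 2407 genes, but the percentage that the paper gives for its 2096 is their share of the 45037 probe sets, so probe sets were compared. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's after scaling to one 75th percentile (2797), quantile normalization (3044), leaving out dim probe sets (3122), without moderation (2123), without probe sets that can match several transcripts (3055) and without FRG+NTBC replicate 1 (3098) or replicate 2 (2948). It did not with an intensity trend (3469), array weights (3495), the replicate block (3444), Tukey's biweight average (3330), the fold alone (3566), or without FRG+NTBC replicate 3 (3467) or FRG-7dNTBC replicate 1 (3223), replicate 2 (3184) or replicate 3 (3889). For 2-fold lower the paper counts 1555, against 2305 here and 1554 without moderation. Scaling to one 75th percentile (2927) and quantile normalization (2533) moved that count further from the paper's. Tukey's biweight average together with no moderation, chosen after seeing the values, gave 2097 probe sets at least 2-fold higher and 1549 at least 2-fold lower. It gave 324 at least 5-fold higher and 274 at least 5-fold lower. The paper counts 2096, 1555, 324 and 271 in that order, so all its counts were close under this combination. Whether the paper used it was not tested. That combination lost the call of 5 of 67 probe sets of named genes. Tukey's biweight average dropped 0 of the 545 probe sets of Table S2 that were read, which are fewer than the paper's 324 and 271.

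The paper gives a 6-fold increase of Hspb8, and its brightest probe set rose 2.78-fold here, with 2.50-fold to 2.88-fold under all alternatives, none of which lay within the paper's value; another probe set of Hspb8 rose 6.11-fold. The paper gives a 23-fold increase of Mgst3, which rose 13.4-fold here and 23.4-fold with Tukey's biweight average. That average gave 58.7-fold for Hmox1, 39.7-fold for Mgst2 and 121.7-fold for Ggt1, where the paper gives 59-fold, 40-fold and 121-fold. Over the 545 probe sets read from Table S2, the median ratio between its folds and those here was 1.002 with that average. It was 1.08 with means of log2 values. Table S3 of the paper lists Hgf with a fold of 2.98, and it was 1.27-fold higher here, with 1.11-fold to 1.42-fold under all alternatives, none of which lay within the paper's value. Hgf read 31.7 and 40.7, within the range of markers of the T cells that FRG mice lack, so its fold is not exact.

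The paper states that aryl hydrocarbon receptor signaling was inhibited, and the targets listed here lay on the higher side, with 4 of 10 higher and none lower by limma (5 and 1 at an unadjusted p under 0.05; camera adjusted p = 0.0216, or 0.213 with an estimated correlation and 0.0583 without FRG-7dNTBC replicate 3). Of these 4, Nqo1 and Nfe2l2 are NRF2 genes as well, and the list is not the Ingenuity pathway. The paper's statement for LXR/RXR activation has the same direction as the 7 lower and 3 higher LXR targets. The paper states numbers of genes at least 5-fold down regulated in the pathways of NRF2, glutathione redox reactions and glutathione-mediated detoxification, and none of the NRF2 targets or glutathione genes listed here was lower by that fold. Of the 24 genes it names for reactive oxygen species, 16 of 19 and 5 of 5 reached its 5-fold threshold at a probe set of their own here. Tert reached it only at a probe set that ended at 8.92, below the 20.1 of the deleted gene Rag2, where a fold is not exact.

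Adm (4.97-fold at most), Pon3 (4.75-fold) and G6pd2 (1.03-fold at its own probe set, 31.0-fold at the one shared with G6pdx) did not reach 5-fold. The own probe set of G6pd2 read 8.44 and 8.67, close to the lowest intensities of the arrays, so it cannot show whether that gene rose. Txnrd1 (4.26-fold at most), Gstm5 (4.85-fold) and Hspa1a (4.91-fold) are also named at or above 5-fold by the paper and lay below it here, each with an adjusted p under 0.05 from limma. With Tukey's biweight average, planned as an alternative, log2 fold changes were 2.36 for Txnrd1, 2.34 for Pon3, 2.71 for Gstm5 and 2.49 for Hspa1a, at or above 5-fold, and 0.07 for G6pd2, below it. The 4.97-fold probe set of Adm stands in Table S2 with 5.39, and with that average all 545 probe sets read from the table reached 5-fold. At Bcl2l11, Gmfb, Egfr, Tert, Cyr61 and Ddr1 only some probe sets reached 5-fold, and the brightest did not at Bcl2l11, Gmfb and Cyr61, whereas at Egfr and Tert the probe set brightest in FRG+NTBC mice did. That probe set of Tert ended below the level of Rag2, so its fold is not exact.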

Other observations

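Further gene lists of hepatocyte metabolism and protein folding follow, and none of them passed camera with an estimated correlation. Of 31 drug-metabolizing P450s, 14 were lower and 5 higher (15 and 8 adjusted over the list alone; camera adjusted p = 0.00536, or 0.197 with an estimated correlation). Log2 fold changes were -4.48 for Cyp2c50, -3.97 for Cyp2c37, -3.06 for Cyp2c23 and -1.17 for the ethanol-inducible Cyp2e1, while Cyp2b9 and the CAR target Cyp2b10 rose by 2.82 and 2.47; without moderation 2 P450s were higher, and 8 without FRG-7dNTBC replicate 2. Targets of PPAR alpha, the fatty acid sensor, were higher in 13 of 20 cases and lower in 2 (14 and 5 adjusted over the list alone; camera adjusted p = 0.00047, or 0.167 with an estimated correlation), with the lipid droplet gene Cidec at 4.67, Pdk4, which spares glucose, at 4.45 and the fatty acid carrier Cd36 at 2.64. Cidec started at 17.85 in FRG+NTBC mice, below the 20.1 of the deleted gene Rag2, so the size of its rise is not exact. The receptor gene Ppara itself fell by 2.30, Acaa1b fell by 1.00 and Cpt1a stood at -0.57 (adjusted p = 0.0802 from limma). Of 8 genes of tyrosine and phenylalanine breakdown, 6 were lower and none higher (6 and 0 adjusted over the list alone and at an unadjusted p under 0.05 from limma; camera adjusted p = 0.00247, or 0.201 with an estimated correlation), including Tat, the first enzyme of tyrosine breakdown, by 1.92 and Hgd by 0.84; without FRG-7dNTBC replicate 3, 1 was higher. The count and the set test include Fah, which is knocked out in both groups. They also include Hpd, whose call was lost without moderation. Of 21 major hepatocyte genes, 7 were lower and none higher (7 and 0 adjusted over the list alone; camera adjusted p = 0.0428, or 0.213 with an estimated correlation), with the gluconeogenic Pck1 falling by 2.48, Cebpa by 1.07 and the bile acid receptor gene Nr1h4 by 0.79. That call was lost without FRG+NTBC replicate 2 (0.0595), FRG+NTBC replicate 3 (0.0725) or FRG-7dNTBC replicate 3 (0.0583). It was also lost without probe sets that can match several transcripts (camera adjusted p = 0.1). In heme synthesis, 2 of 8 genes were higher and 2 lower (2 and 3 adjusted over the list alone; camera adjusted p = 0.538), with the rate-limiting Alas1 rising by 2.53 and Cpox falling by 1.21; the median was -0.08, the mean 0.05 and the test on the lower side. Among 21 endoplasmic reticulum chaperones and their regulators, 9 were higher and 2 lower (11 and 4 adjusted over the list alone; camera adjusted p = 0.00995, or 0.213 with an estimated correlation, 0.0546 after quantile normalization and 0.0718 without dim probe sets), with Dnajb9 at 1.89, Pdia3 at 1.44, Hspa5 at 1.00 and Herpud1 at -1.80. Without FRG-7dNTBC replicate 3, 4 of them were lower.

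Of other cell types, endothelial markers had 3 of 18 genes higher and none lower (3 and 0 adjusted over the list alone; 7 and 0 at an unadjusted p under 0.05 from limma; camera adjusted p = 0.0714), the scavenger receptors Lyve1 and Mrc1 at 1.78 and 1.46 and Clec4g at 0.74. That list passed without FRG+NTBC replicate 3 (0.00317, 6 higher) or FRG-7dNTBC replicate 2 (0.0291, 5 higher), and 1 member was higher without FRG+NTBC replicate 1, FRG+NTBC replicate 2 or FRG-7dNTBC replicate 1, and 1 was lower without FRG-7dNTBC replicate 3. Of 14 neutrophil and monocyte markers, 1 was higher, Cd14 at 2.60, which hepatocytes also express (1 higher and 0 lower adjusted over the list alone; camera adjusted p = 0.638); the median was -0.22, the mean 0.10 and the test on the lower side. Of 20 lymphocyte markers, 1 was lower, Zap70 by 1.14, and none higher (1 and 0 adjusted over the list alone; 3 and 0 at an unadjusted p under 0.05 from limma; camera adjusted p = 0.256); FRG mice lack mature lymphocytes. Of 13 female-biased liver genes, 2 were higher and 4 lower (2 and 4 adjusted over the list alone, camera adjusted p = 0.256). Hao2 fell by 2.01 and Abcd2 by 1.77, and Cyp3a16 rose by 0.65. Cyp3a16 went from 5.10 to 8.07, near the lowest intensities of the arrays, so its rise is not exact. In this list 2 members were lower without FRG+NTBC replicate 1 or replicate 3. Higher members were 1 without FRG-7dNTBC replicate 1 and 4 without FRG-7dNTBC replicate 3. Among regulators, the factors Klf4 and Myc rose 4.40-fold and 3.28-fold, the repressor Bcl6 fell by 3.52 and Stat5b by 0.74 on the log2 scale.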
